# Transcriptome Reveals Growth Responses of *Populus qamdoensis* Under Blue and Green Films

**DOI:** 10.3390/biology14121658

**Published:** 2025-11-24

**Authors:** Xiaolin Zhang, Rong Xu, Cai Wang, Shihai Zhang, Lihong Zhao, Ning Zhao, Yulan Xu, Dan Zong

**Keywords:** *Populus qamdoensis*, light quality, growth and development, metabolism pathways, photoreceptor

## Abstract

*Populus qamdoensis* cuttings were treated with transparent colorless film (WF), blue film (BF), and green film (GF), and the leaf physiological indices were measured and transcriptome sequencing was performed. The results showed that BF treatment significantly inhibited the height growth, leaf length, and leaf width of *P. qamdoensis*, while significantly increasing the thickness of leaf palisade tissue, upper epidermis, and the density of leaf structure. The GF treatment increased stomatal conductance (Gs) and intercellular CO_2_ concentration (Ci), while the BF treatment enhanced water use efficiency (WUE). Both BF and GF increased the contents of chlorophyll b (Chl b) and carotenoids (Car). BF treatment increased the content of total soluble sugars but decreased the contents of sucrose and starch. Transcriptome analysis revealed that under BF treatment, most genes in the sucrose and starch metabolism pathways were up-regulated, and the *AUX/IAA*, *GH3*, and *SAUR* genes in the auxin pathway also showed an up-regulated trend. In contrast, under GF treatment, most genes in the porphyrin and chlorophyll metabolic pathway were up-regulated, and most genes in the gibberellin pathway also showed up-regulation. Analysis of photoreceptor gene expression showed that GF treatment significantly up-regulated the expression of *HYH*, *COP1*, *CRY1*, *HY5*, and *PIF4* genes, while BF treatment had the opposite effect. These results provide a theoretical basis for revealing the evolutionary mechanisms underlying the adaptation of plants to different light environments.

## Simple Summary

To explore the growth mechanisms of plants in response to light environments, *Populus qamdoensis* cuttings were treated with transparent colorless film (WF), blue film (BF), and green film (GF), and the leaf physiological indices and transcriptome sequencing were examined in this study. The results indicated that different colored films differentially affect the growth and physiological characteristics of *P. qamdoensis* by regulating the expression of core metabolic and signal pathway genes mediated by photoreceptors, providing an important theoretical basis and practical guidance for improving seedling traits, enhancing photosynthetic efficiency, and stress resistance through light environment regulation technology in *P. qamdoensis* seedling cultivation.

## 1. Introduction

Plants are influenced by a variety of environmental factors throughout their ontogeny, with light being among the most pivotal [1]. Light is essential for regulating plant growth processes in addition to providing the energy needed for plant growth and development [2]. The light environment modulates plant morphogenesis via multiple dimensions, including photoperiod, light intensity, and light quality [3,4]. Light quality, in particular, stands out among these as a key regulator of plant growth and development [5]. During seedling cultivation, fluctuations in light quality can induce distinct variations in the plant growth process [6].

Plant morphogenesis is significantly impacted by various light qualities [7,8]. While increasing the amount of blue light contributes to improving stem diameter, enhancing the amount of red light can boost plant height, leaf area, and growth when red and blue light are combined [9,10]. Green light is a pivotal factor in plant growth, as it stimulates morphogenesis, cell division, and photosynthesis [11,12]. Studies have demonstrated that green light reduces the leaf angle of *Arabidopsis thaliana* while increasing leaf and petiole lengths [13]. When green light substitutes for a portion of red light under a red and blue light background while keeping the total light intensity unchanged, the fresh weight, dry weight, and leaf area of plants all exhibit significant increases [14].

Plants perceive fluctuations in light intensity, photoperiod, and light irradiation via photoreceptors, which function to sense, capture, and transduce light signals to downstream molecular targets [15,16]. Through diverse intracellular signal transduction cascades, photoreceptors modulate the expression of light-responsive genes, ultimately triggering physiological alterations at both cellular and organismal levels—enabling plants to adjust their growth and metabolism in response to dynamic light environments [17,18,19]. Research has shown that blue light, acting through cryptochrome 1 (CRY1), inhibits the degradation of DELLA proteins—core negative regulators in the gibberellin (GA) signaling pathway—thereby repressing the GA response during hypocotyl elongation [20]. Additionally, blue light-activated CRY1 competes with AGB1 for binding to HY5, a key transcription factor, thereby enhancing HY5’s biochemical activity in photomorphogenesis [21]. Furthermore, multiple photoreceptors, including phytochromes and cryptochromes, facilitate the accumulation of HY5 protein under distinct light conditions [22,23]. HY5 interacts with calmodulin CAM7, and this complex binds to the promoter region of the HY5 gene itself, forming a positive regulatory feedback loop by upregulating HY5 transcription, which further reinforces its role in photomorphogenic regulation [24].

*Populus* is used as a model plant for molecular biology research, including biotechnology and genetic engineering, owing to its excellent characteristics such as rapid growth, strong adaptability, and ease of asexual reproduction [25,26]. However, plants exhibit significant variability in their photosynthetic responses to light quality. While light-emitting diodes (LEDs) are widely used as light sources in most light quality regulation studies, their applicability in woody plant research and production is constrained by the long growth cycles and large stature of woody species, coupled with the high cost of LED applications. In contrast, adjusting light quality using colored films with similar light transmittance offers the advantages of simplicity and low cost. By deploying films of different colors to optimize the plant light environment, it is feasible to maximize photosynthetic efficiency, shorten growth cycles, and increase yields. Previous studies have applied colored films to regulate light quality for vegetables, flowers, and some woody plants, revealing that the effects of the same light quality component vary across different plants [27]. Research has shown that green film treatment significantly improves sugar content and photosynthetic parameters in *P. trinervis*, whereas blue film treatment markedly enhances its absolute growth and chlorophyll content [28]. Blue film treatment promotes the accumulation of photosynthetic pigments, sugar content, and photosynthetic performance of *P. szechuanica* var. *tibetica* seedlings, while green film treatment increases its photorespiration rate and CO_2_ compensation point [29]. These findings indicate that interspecific differences in genetic characteristics and light adaptation capabilities lead to distinct plant responses to light quality.

*Populus qamdoensis*, a species belonging to the section *Tacamahaca* of the genus *Populus* in the Salicaceae family, is primarily distributed in areas such as Qamdo, Tibet, at elevations ranging from 3400 to 3800 m [30,31]. As a native species in southwest China, it exhibits prominent traits including strong stress resistance, rapid growth, and excellent adaptability to the complex local geographical and climatic conditions [32]. However, current research on the photosynthetic physiological and biochemical changes, leaf tissue structure, and expression patterns of related genes in *P. qamdoensis* under different light quality conditions remains unclear, and the regulatory mechanism of light quality during its seedling cultivation and growth processes also needs to be elucidated. Therefore, this study employed annual cuttings of *P. qamdoensis* as materials, utilizing three distinct colored plastic films to simulate varying light quality conditions. Through systematic measurement of plant phenotypic growth traits, leaf anatomical structure, photosynthetic physiology, and biochemical indicators related to material metabolism, combined with transcriptome sequencing to screen differentially expressed genes (DEGs) by qRT-PCR. This study provides an in-depth analysis of the growth adaptation, physiological responses, and molecular regulatory mechanisms of *P. qamdoensis* cuttings under varying light qualities. It aims to establish a theoretical foundation for elucidating the evolutionary strategies of plant adaptation to light quality, while simultaneously offering scientific support for optimizing light environment regulation techniques in *P. qamdoensis* seedling propagation and cultivation management, thereby enhancing cultivation efficiency.

## 2. Materials and Methods

### 2.1. Plant Material and Light Treatment

*P. qamdoensis* were collected from a natural forest in Qamdo (97°01′17″ E, 31°11′44″ N), Tibet, China, and maintained via cutting propagation in Southwest Forestry University’s asexual nursery. Uniform, healthy one-year-old trunks were selected, and their middle segments (with plump buds) were cut into 25 cm scions, which were planted in 42 cm-diameter pots with a 1:2:1 substrate of red soil: charcoal soil: humus. After four months, the cuttings were transferred to a greenhouse and covered with 0.1 mm-thick translucent colorless film (WF), blue (BF), and green (GF) film, each treatment replicated three times. The plastic film treatment is maintained for 60 days, with the film being replaced approximately every 20 days to ensure consistent treatment efficacy.

### 2.2. Determination of Phenotypic Indicators and Leaf Tissue Structure Parameters

Seedling height (main branch length) and ground diameter (2 cm above main branch base) of *P. qamdoensis* were measured with a tape measure and Vernier caliper, respectively. Each treatment included three biological replicates, with the average of three seedlings from a single asexual line considered one replicate.

To analyze leaf tissue structure, one plant was randomly selected from each asexual line per treatment. The 5th leaf from the top of the main stem was sampled, and a 2 cm × 2 cm section (centered over the main vein) was excised. The leaf section was placed in FAA fixative and fixed after vacuuming. Leaf tissue dissection was performed following the method described by Zhou et al. [33]. Cross-sections of leaf blades and leaf veins were observed using an Olympus BH-2 optical microscope equipped with a Motic micro-imaging system. Tissue structural parameters were measured using Motic DigiLab abll 3.0 software, including leaf thickness (LT), the thickness of the upper (UE) and lower epidermal (LE) cells, the palisade tissue thickness (PT), and the spongy tissue thickness (STT). Three seedlings were selected from each asexual line, and 10 fields of view were measured per sample to calculate the mean value. The cell-to-tense ratio (CTR), sponge ratio (SR), and palisade tissue and sponge tissue ratio (PS) were computed by the following formula: CTR = (PT/LT) × 100%; SR = (STT/LT) × 100%; palisade tissue and sponge tissue ratio = PT/ST.

### 2.3. Measurement of Photosynthetic Characteristics Under Different Treatments

The photosynthetic gas exchange parameters of *P. qamdoensis* seedlings under different treatments were determined using the LI-6800 Portable Photosynthesis System. For sample selection, the 5th to 7th leaves, counted from top to bottom at the apex of the main stem of each *P. qamdoensis* seedling, were designated as the test leaves. Determinations were carried out at 2 h intervals from 8:00 to 18:00. The core parameters measured included the net photosynthetic rate (Pn), the transpiration rate (Tr), intercellular CO_2_ concentration (Ci), stomatal conductance (Gs), and water use efficiency (WUE) (WUE = Pn/Tr). Measure 3 leaves per plant, with 3 plants per clonal line serving as 3 biological replicates.

### 2.4. Determination of Photosynthetic Pigments and Sugar Content

Fresh leaves (5th~7th leaves from the top of the main stem downward) were collected for photosynthetic pigments determination. Pigments were extracted using the ethanol grinding-extraction method. A 721 visible spectrophotometer (Shanghai Jinghua Technology Instrument Co., Ltd., Shanghai, China) was used to measure the absorbance values of the extracted solution at wavelengths of 665 nm (A_665_), 649 nm (A_649_), and 470 nm (A_470_), respectively. For each sample, three technical measurements were conducted, and their average value was regarded as one replicate. Each treatment included three biological replicates. The contents of chlorophyll a (Chl a), chlorophyll b (Chl b), and carotenoids (Car) were calculated using the formulas described by Cai et al. [34].

Chla (mg·g^−1^ FW) = ((13.95A665 − 6.88A649) × Total amount of extract) ÷ (Sample fresh weight × 1000)

Chlb (mg·g^−1^ FW) = ((24.96A649 − 7.32A665) × Total amount of extract) ÷ (Sample fresh weight × 1000)

Car (mg·g^−1^ FW) = ((1000A470 + 3.27 × (13.95A665 − 6.88A649) + 104 × (24.96A649 − 7.32A665)) ÷ (229 × Total amount of extract) ÷ (Sample fresh weight × 1000)

The anthrone-H_2_SO_4_ method and the 3,5-dinitrosalicylic acid method [35] were employed to prepare extracts of total soluble sugar, reducing sugar and starch extracts, respectively, for sugar content determination. A visible spectrophotometer was used to measure the absorbance values of the extracts, and the contents of leaf sucrose and starch were calculated following the corresponding methods described by Gao et al. [35]. For each sample, three technical measurements were performed, and their average value was taken as one replicate; each treatment included three biological replicates.

Reducing sugar content (%) = (C × Vt) ÷ (W × Vs) × 100%

Soluble sugar content (%) = (C × Vt × n) ÷ (W × Vs × 1000) × 100%

Starch content (%) = (C × Vt × 0.9) ÷ (W × Vs × 1000) × 100%

Sucrose content (%) = (Soluble sugar content—Reducing sugar content) × 0.95

C: glucose content in the sample calculated using the glucose standard curve (mg); Vt: total volume of sample extract (mL); Vs: volume of the sample used in the determination (mL); W: dry weight of the sample (mg); n: dilution times; 1000: conversion coefficient; 0.9: coefficient of glucose conversion to starch.

### 2.5. Transcriptome Data Analysis

After 60 days of irradiation treatment, leaves were sampled from three plants per treatment. Total RNA was extracted using the Plant RNA Kit (Omega, Beijing, China). RNA quantity was determined by measuring the A_260_/A_280_ ratio with a K5800C spectrophotometer (KAIAO, Beijing, China), and RNA integrity was assessed using an Agilent 2100 system (Agilent Technologies, Santa Clara, CA, USA). High-quality RNA samples were used to construct complementary DNA (cDNA) libraries. Each library generated approximately 6 gigabases (Gb) of raw sequencing data on the Illumina platform. The filtered reads were compared to the *P. yunnanensis* reference genome (PRJNA886471).

For RNA-Seq data analysis, *p*-values were adjusted using the Benjamini–Hochberg method to control the false discovery rate (FDR). Differentially expressed genes (DEGs) were identified under the screening criteria of Fold Change (FC) ≥ 1.5 and adjusted *p*-value < 0.01. Gene Ontology (GO) enrichment analysis was performed on the DEGs, which were then mapped to GO terms in the GO database (http://www.geneontology.org/ (13 August 2021)). To analyze pathways significantly associated with DEGs, the DEGs were blasted against the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (https://www.kegg.jp/ (13 August 2021)) using the same statistical method. After counting the number of genes assigned to each GO term or KEGG pathway, significantly enriched pathways were identified via a hypergeometric test.

### 2.6. Prediction of Light-Responsive Protein Interaction Networks

Interaction relationships among light-responsive proteins were obtained using STRING software (https://string-db.org/ (19 May 2025)), followed by further analysis with Cytoscape 3.7.0 software to assess and predict the interaction information of these proteins.

### 2.7. Quantitative Real-Time PCR (qRT-PCR) Analysis

Based on the results of pathway-specific gene annotation, DEGs that were closely associated with KEGG pathways and exhibited significant fold changes in expression were selected for qRT-PCR validation. The qualified RNA was used for 1st strand cDNA synthesis using Hifair^®^ III Reverse Transcriptase (YEASEN, Shanghai, China). The qRT-PCR primer pairs were designed based on the coding sequence (CDS) of the selected DEGs via NCBI primer BLAST 2.16.0 (Table S1) and synthesized by Sangon Biotech Co., Ltd. (Shanghai, China). The PED1 gene was the internal reference gene [36]. qRT-PCR reactions were performed using Hieff UNICON^®^ Universal Blue qPCR SYBR Green Master Mix (YEASEN, Shanghai, China) on a LightCycler^®^ 96 Real-Time PCR Detection System (Roche, Hercules, Switzerland). Each sample was analyzed with three biological replicates and three technical replicates per biological replicate. The relative expression levels of the target genes were calculated using the 2^−∆∆Ct^ method [37].

### 2.8. Statistical Analysis

All data were analyzed using SPSS 26.0 software and expressed as the mean ± standard deviation (SD) of three replicates. Duncan’s multiple range test was used to analyze differences among multiple means, while the least significant difference (LSD) test was employed for pairwise comparisons between groups (*p* < 0.05). The diagram was generated using Origin 8.5 and GraphPad Prism 8.0 software.

## 3. Results

### 3.1. Ratio Analysis of Transmission Spectra in the Shed

Varied colored films have varied light-transmission properties (Figure 1). Compared to BF and GF, WF transmits a greater percentage of red and UV light. In comparison to GF and WF, BF transmits a greater percentage of blue and far-red light. Compared to BF and WF, GF transmits more green light, and it transmits more red light than BF. The BF and GF’s transmitted wavelengths clearly match the wavelengths of their corresponding colors. Of them, far-red light can be transmitted more easily through BF, whereas red light can be transmitted more easily through WF.

### 3.2. Effects of Different Film Treatment on P. qamdoensis Growth

Following 60 days of colored film treatments, significant differences were observed in the growth of *P. qamdoensis*. GF treatment exerted a substantial effect on the vertical growth and leaf expansion of *P. qamdoensis*, seedling height (Figure 2a), leaf length (Figure 2c), and leaf width (Figure 2d) under GF were significantly greater than those under WF and BF treatments. However, there was no significant difference in the ground diameter (Figure 2b) of *P. qamdoensis* among the different film treatments, indicating that film type had a negligible impact on this trait. In summary, GF treatment strongly promoted seedling height and leaf development in *P. qamdoensis*, while its effect on ground diameter was not significant, further confirming the growth-promoting role of GF in key aboveground growth traits.

### 3.3. Effects of Different Film Treatment on the Leaf Tissue Structure of P. qamdoensis

Under different treatments, *P. qamdoensis* exhibited significant differences in leaf tissue structural traits. Among the three colored film treatments, leaf thickness of *P. qamdoensis* differed significantly (Figure 3a), leaves under WF were significantly thinner than those under BF and GF, with the greatest thickness observed under BF, followed by GF, though the difference between BF and GF was not statistically significant. Additionally, BF treatment consistently yielded higher values than WF and GF treatments across multiple traits, including palisade tissue thickness (Figure 3b), spongy tissue thickness (Figure 3c), upper (Figure 3d) and lower epidermal thickness (Figure 3e), cell-to-tense ratio (Figure 3f), and sponge tissue ratio (Figure 3h).

### 3.4. Effects of Different Colored Films on Photosynthetic Characteristics of P. qamdoensis

*P. qamdoensis* exhibited consistent diurnal fluctuation trends in Pn, Tr, Ci, and Gs under various film treatments (Figure 4a–d). With two peaks at 12:00 and 16:00, respectively, the diurnal fluctuations of these indicators under WF treatment showed a ‘double-peak’ curve, and at 14:00, there was a clear ‘midday photosynthetic depression’ phenomenon. The peaks of Pn under both treatments reached the daily maximum at 12:00, and the diurnal fluctuations of all indicators under BF and GF treatments displayed a ‘single-peak’ curve. Furthermore, Pn was significantly higher in the BF treatment than in the WF treatment, while the GF treatment exhibited lower Pn than the WF, though the difference was not statistically significant, according to the daily average values of photosynthetic parameters under the various treatments. While *Tr* was much lower in the GF treatment than in the WF treatment, Gs and Ci were significantly higher in the GF treatment. For Tr and Gs, there was no discernible change between BF and WF; however, Ci was considerably lower in the BF therapy than in the WF treatment. The sequence of the daily average *WUE* was BF > GF > WF, with BF and WF differing significantly (Figure 4e).

### 3.5. Effects of Different Colored Films on Photosynthetic Pigments and Sugar Content of P. qamdoensis

Leaves of *P. qamdoensis* under BF treatment exhibited higher contents of Chla (Figure 5a), Chlb (Figure 5b), Car (Figure 5c), Chla + b (Figure 5e), and total soluble sugar compared to those under WF treatment; however, these differences did not reach statistical significance. Notably, the starch and sucrose contents (Figure 5g,h) in the BF treatment were significantly lower than in the WF treatment. Under GF treatment, *P. qamdoensis* showed decreased contents of Chl a, Chl a/b ratio (Figure 5d), and total soluble sugar, but increased contents of Chl b, Car, Chl a + b, starch, and sucrose. It showed that the BF treatment promoted the accumulation of total soluble sugar (Figure 5f) and increased the contents of Chl a and Chl b in the *P. qamdoensis* leaves, while GF treatment not only enhances the accumulation of starch and sucrose but also increases the contents of Car and Chl b.

### 3.6. Correlation Analysis

Correlation analysis revealed that most growth and physiological traits of *P. qamdoensis* seedlings were significantly positively correlated with GF treatment, whereas the opposite trend was observed for BF treatment (Figure 6). Specifically, growth indices and leaf tissue structural traits showed positive correlations with GF; in contrast, plant height (PH), leaf length (LL), PT, and UE exhibited highly significant negative correlations with BF. Among photosynthetic pigment and sugar content parameters, both GF and BF were positively correlated with total chlorophyll and ST contents, while their correlations with other parameters (e.g., chlorophyll a/b ratio, total soluble sugar) showed opposing patterns. These results clearly indicate that *P. qamdoensis* exhibits distinct response patterns to different light quality conditions.

### 3.7. Analysis of DEGs Following the BF and GF Treatments by RNA-Seq

Transcriptome sequencing was performed on leaf samples subjected to different colored film treatments. 

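The deposited expression values cover 18 leaf libraries, 9 of *P. qamdoensis* and 9 of *P. schneideri*, a poplar on which the paper does not report. In each species, 3 libraries came from plants under the translucent colorless film (WF), 3 from plants under the blue film (BF) and 3 from plants under the green film (GF). For *P. schneideri* the film was inferred from the color in the sample labels. The authors filtered Illumina reads and compared them to the *P. yunnanensis* genome; the aligner and the program that counted the reads are not given in the sources used here. They deposited 1 FPKM value (a fragment count scaled to gene length and to the mapped fragments of the library) per gene and library for 39194 genes, 37562 with *P. yunnanensis* identifiers and 1632 listed as new genes. Table S2 gives the paper's read numbers, which run from 19288492 to 25221116 per library, but the number of fragments behind a single FPKM value is unknown, and so is the counting error of low values. How reads shared by near-identical copies of a gene were counted is also not given, so values of multigene families are uncertain to that extent. For the 24147 genes with a mean of at least 0.5 FPKM over the 9 *P. qamdoensis* libraries, log2(FPKM + 1) was fitted in limma with 1 mean per film, and each gene's spread between replicates was taken over all 3 films. Log2 fold changes are given on this scale, as the first film named minus the second, and the added 1 makes them smaller than the ratio of FPKM where a gene is low. A gene was called a DEG at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p below 0.01, the paper's thresholds. With 3 libraries per film, an exact two-sided permutation test cannot give a p below 0.1. Gene names are those of Tables S1 and S5, and those of Table S5 are matches to genes of other poplars.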

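Over the genes tested, Pearson's r of log2(FPKM + 1) between libraries of *P. qamdoensis* ran from 0.874 to 0.990 within a film and from 0.850 to 0.988 between films. Mean r was 0.952 within films and 0.940 between them, a difference of 0.0125 (exact permutation test over the 280 ways to divide the 9 libraries into 3 groups of 3, one-sided p = 0.00714). The same exact test on Spearman's rho gave a difference of 0.0126 (p = 0.0107), and on untransformed FPKM the difference in r was 0.0111 (p = 0.15). These correlations are across genes, which are not independent replicates. BF replicate 1 stood apart, with a median r of 0.861 with the other 8 libraries, against medians of 0.940 to 0.979 for those 8. In a principal component analysis of log2(FPKM + 1), PC1 held 52.1% of the variance and gave BF replicate 1 a score of 125 and the other libraries scores from −24.9 to 8.70. The GC contents in Table S2, which are the paper's values, are above 0.45 in BF replicates 1 and 2 and WF replicates 2 and 3, and below it in the other 5 libraries, among them all 3 of GF. Mean PC1 scores of these GC classes differed by 36.9 (exact two-sided permutation test over every split of 4 against 5 libraries, p = 0.333). Squared r of FPKM averaged 0.949 within a GC class and 0.881 between classes, a difference that no other split of 4 against 5 libraries reached. Libraries of all 3 films occur only in the low class, and the high class holds none of GF.

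**Figure D1:**
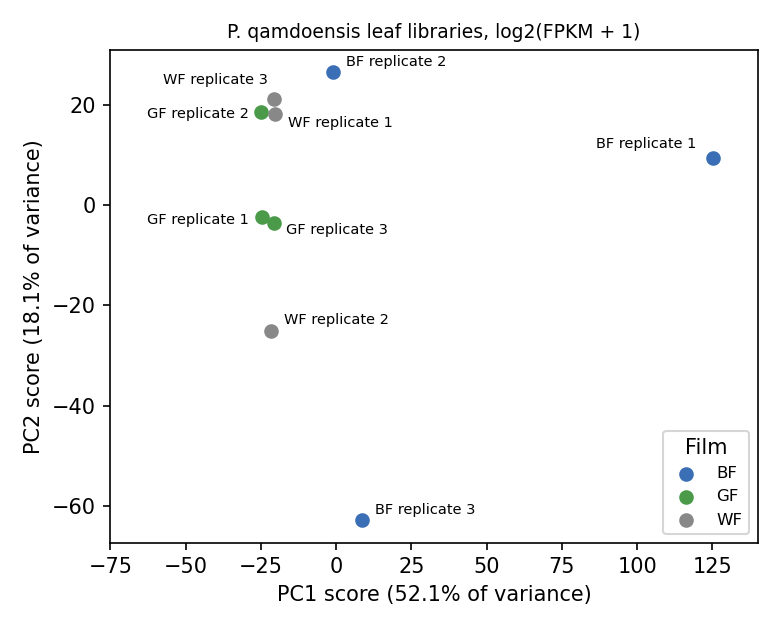
Scores of the 9 *P. qamdoensis* libraries on PC1 (horizontal axis, 52.1% of variance) and PC2 (vertical axis, 18.1%) of log2(FPKM + 1), without units. Each point is 1 library, colored by film and labelled with its replicate number, and BF replicate 1 lies at 125 on PC1.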

Sequencing quality and biological replicate correlation were evaluated using Q30, GC content, and Pearson’s correlation coefficients (Figure 7a, Table S2), with results confirming high-quality sequencing data and strong consistency among biological replicates. Among the three comparison groups, BF and GF exhibited the largest number of DEGs, totaling 1113 genes, with 202 up-regulated and 911 down-regulated genes. 

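Between BF and GF, limma with Benjamini-Hochberg adjustment called 0 genes. At an unadjusted p under 0.05, without a fold threshold, 4598 genes differed, 2053 of them higher in BF and 2545 lower. Among the alternatives for the fit and the thresholds, the count moved most with an unadjusted p under 0.01 and a fold change of at least 1.5, which 957 genes passed, 533 higher in BF and 424 lower. At an adjusted p under 0.05, limma called 12 genes, 8 higher and 4 lower in BF. The count rested on single libraries. Without BF replicate 2, limma called 186 genes, 176 of them higher in BF and 10 lower, and without WF replicate 1, whose film enters the fit only through the spread, it called 2. limma's moderated F test over the 3 films also called 0 genes at an adjusted p under 0.01, with 3501 genes at an unadjusted p under 0.05. It called 128 without BF replicate 2 and 1 without WF replicate 1. With the GC class of the libraries as a term in the fit, limma called 1 gene between BF and GF and 1 in the F test, and the F test also called 1 after quantile normalization and with library weights.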

Compared to the WF group, the BF group contains 308 up-regulated genes and 137 down-regulated genes, while the GF group had 130 up-regulated genes and 600 down-regulated genes (Figure 7b–f).

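Between BF and WF, limma called 1 gene, Pyun06G019200, to which Tables S1 and S5 give no name. Its FPKM was 0.319 ± 0.227 (SD, n = 3) in BF and 6.64 ± 1.03 (SD, n = 3) in WF, a log2 fold change of −2.54 (standard error 0.187, Benjamini-Hochberg adjusted p = 0.00792 in limma), and it was lower in all 3 BF libraries than in all 3 WF libraries. With each library left out in turn, its log2 fold change stayed between −2.63 and −2.39. The call was lost without BF replicate 3, without any of the 3 GF libraries and without any of the 3 WF libraries, and the count of called genes was then 0. It was also lost with a pseudocount of 0.1, without the filter on low FPKM, with library weights, with a replicate block, with the GC content or class of the libraries in the fit and when only the 6 libraries of BF and WF were fitted, and a filter of at least 5 FPKM removes the gene. Without BF replicate 2, limma called 180 genes, 171 higher in BF and 9 lower. At an unadjusted p under 0.05 without a fold threshold, 4102 genes differed between BF and WF, 2010 higher in BF and 2092 lower. Of the 768 genes with an unadjusted p under 0.01 and a fold change of at least 1.5, 438 were higher in BF and 330 lower. In data simulated for this comparison with the spread of the 9 libraries, limma called 1% of 200 genes given a log2 fold change of 1 and 93.5% of 200 given a change of 2. With the spread of the libraries other than BF replicate 1, it called 53.5% of the genes given a change of 1. All films had the same simulated spread, and only genes above a floor of expression were changed. Real BF libraries can spread more, as in the mean of the starch and sucrose genes of Table S5 (SD 0.643 in BF, 0.191 in WF). The shares may be too high for such genes.

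Between GF and WF, limma called 0 genes. At an unadjusted p under 0.05 without a fold threshold, 471 genes differed, 209 higher in GF and 262 lower, and 72 passed an unadjusted p under 0.01 with a fold change of at least 1.5, 22 higher and 50 lower. With a weight for each library estimated by limma, 8 genes were called, 3 higher in GF and 5 lower, and without WF replicate 1 the count was 1.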

Further GO enrichment analysis of DEGs in each comparison group revealed that enriched genes were primarily concentrated in cellular component terms, with the most abundant DEGs associated with “cell,” “membrane,” and “cell part” (Figure 7g; Table S3). 

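Table S3 gives complete gene lists of the terms cell and cell part for WF vs. BF and WF vs. GF, and for each comparison the lists of both terms are the same. Lists that end in an ellipsis, such as those of membrane, were left out. The 24 genes listed for WF vs. BF had a median log2 fold change of 0.93, with 15 higher in BF than in WF and 9 lower. limma called 0 of them over all genes tested, 21 had an unadjusted p under 0.05, and 20 passed 0.05 when the p-values were adjusted over the list alone. The FPKM of the 3 BF libraries did not overlap that of the 3 WF libraries in 19 of the 24 genes. Chance gives 10% for genes not chosen on these libraries, which is no measure for these. The 15 genes listed for WF vs. GF had a median of −0.53, with 6 higher in GF and 9 lower. None of these 15 was called by limma, 7 had an unadjusted p under 0.05, and 4 passed when adjusted over the list alone. The paper chose the genes of Tables S3, S4 and S5 on these same libraries, so counts adjusted over the list alone are not independent evidence. No enrichment was computed, because the annotation of the other genes is not in the sources used here.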

In molecular function terms, DEGs related to “catalytic activity” and “binding” were most prevalent (Figure 7h). 

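For the term binding, Table S3 lists 14 genes in BF vs. GF, 8 higher in BF than in GF and 6 lower (median log2 fold change 0.81). Of these, limma called 0, 12 had an unadjusted p under 0.05 and 12 passed 0.05 when adjusted over the list alone, which is not independent evidence for genes picked on these samples. In 13 of the 14 the BF and GF libraries did not overlap. The 10% that chance gives holds only for genes not picked on these libraries. The 8 genes listed for WF vs. BF had a median of −0.86, with 3 higher in BF and 5 lower. limma called 0 of the 8, and all 8 had an unadjusted p under 0.05. The only gene listed for WF vs. GF had a log2 fold change of −0.48 and an unadjusted p under 0.05. The lists of catalytic activity end in an ellipsis and were left out.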

For biological processes, DEGs were predominantly involved in “metabolic process,” “cellular process,” and “single-organism process” (Figure 7i). 

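For cellular process, Table S3 lists 22 genes in BF vs. GF, 12 higher in BF than in GF and 10 lower (median log2 fold change 0.84), 13 genes in WF vs. BF, 5 higher in BF and 8 lower (median −0.90), and 5 genes in WF vs. GF, 1 higher in GF and 4 lower (median −0.59). limma called 0 genes in each list, and 20, 10 and 1 genes had an unadjusted p under 0.05. Adjusted over the list alone, 20, 10 and 0 genes passed 0.05; the study chose the lists on these samples, so this is not independent evidence. For metabolic process, the 13 genes of BF vs. GF were 7 higher in BF and 6 lower (median 0.80), the 10 of WF vs. BF were 4 higher in BF and 6 lower (median −0.86), and both genes of WF vs. GF were lower in GF (median −0.79). limma called 0 of these, with 12, 8 and 1 at an unadjusted p under 0.05. The lists of single-organism process end in an ellipsis and were left out.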

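Table S4 gives a complete list of genes of plant-pathogen interaction for WF vs. GF and of starch and sucrose metabolism for WF vs. BF and WF vs. GF. Of the 24 plant-pathogen interaction genes, 23 were tested, 5 higher in GF than in WF and 18 lower, with a median log2 fold change of −0.82. limma called 0 of them, 10 had an unadjusted p under 0.05, and 1 passed 0.05 when adjusted over the list alone. Of the 24 starch and sucrose genes of WF vs. BF, 22 were tested, 20 higher in BF and 2 lower (median 1.42). limma called 0 of these, 19 had an unadjusted p under 0.05, and 17 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. In 16 of the 22 genes the BF and WF libraries did not overlap, and the chance share of 10% does not apply to genes selected on these libraries.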

Analysis of the top 20 KEGG pathways enriched across all comparison groups identified “Plant-pathogen interaction” (ko00592), “Plant hormone signal transduction” (ko00040), “MAPK signaling pathway—plant” (ko00511), and “Starch and sucrose metabolism” (ko00860) as the pathways with the highest number of DEGs. 

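The lists of Table S4 for BF against WF were complete for 14 genes of flavonoid biosynthesis and 11 genes of phenylalanine, tyrosine and tryptophan biosynthesis. All 14 flavonoid biosynthesis genes had a higher mean log2(FPKM + 1) in BF, with a median log2 fold change of 1.79, and the 3 BF libraries lay apart from the 3 WF libraries in 8 of them, as can follow from the choice of the genes on these libraries, without which chance gives 10%. limma called 0 of the 14, and 10 had an unadjusted p under 0.05. All 11 amino acid biosynthesis genes were also higher in BF, with a median of 1.46 and libraries that did not overlap in 8 genes. limma called 0 of the 11, and 10 had an unadjusted p under 0.05. In both lists, 10 genes passed 0.05 when adjusted over the list alone, which is not independent evidence for lists the study chose on these samples. The list of amino sugar and nucleotide sugar metabolism for this comparison ends in an ellipsis and was left out.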

In the WF vs. BF group, the most significant enrichment factors were observed for “Amino sugar and nucleotide sugar metabolism” (ko00640), “Flavonoid biosynthesis” (ko04120), and “Phenylalanine, tyrosine and tryptophan biosynthesis” (ko00970). In the WF vs. GF group, pathways with the most significant enrichment factors included “Plant circadian rhythm” (ko00903), “Flavonoid biosynthesis” (ko04120), “Photosynthesis” (ko03013), and “Starch and sucrose metabolism” (ko00860) (Figure 7j; Table S4).

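For GF against WF, the 8 circadian rhythm genes of Table S4 had a median log2 fold change of −0.019, with 4 higher in GF and 4 lower. limma called 0 of the 8, 6 had an unadjusted p under 0.05, and the libraries of the films lay apart in 8 of the 8. Chance gives 10% only where genes were not chosen on the same libraries. All 16 flavonoid biosynthesis genes were lower in GF (median −0.75), with 0 called by limma and 5 at an unadjusted p under 0.05, and the libraries lay apart in 14 of the 16. The 17 starch and sucrose genes had a median of −0.60, with 6 higher in GF and 11 lower, 0 called and 6 at an unadjusted p under 0.05, and libraries that lay apart in 13. All 6 photosynthesis genes were lower in GF (median −1.35), with 0 called and 2 at an unadjusted p under 0.05, and in each of them the GF and WF libraries overlapped. The FPKM of these 6 genes summed to 27.0, 56.2 and 27.5 in GF replicates 1, 2 and 3, and to 27.9, 237 and 262 in WF replicates 1, 2 and 3. WF replicate 1 was thus within the range of GF. Adjusted over the list alone, 6 circadian rhythm, 2 flavonoid, 3 starch and sucrose and 0 photosynthesis genes passed 0.05, and because the study chose the lists on these samples this is not independent evidence.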

### 3.8. Pathway Analysis of P. qamdoensis in Response to Different Colored Film Treatments

To dissect the growth regulatory network of *P. qamdoensis* under different colored film treatments and deeply explore the underlying mechanisms of physiological phenotype changes, this study further analyzed the starch and sucrose metabolism, porphyrin and chlorophyll metabolism, and plant hormone signal transduction pathway (Figure 8; Table S5). The metabolic pathway for starch and sucrose in *P. qamdoensis* was examined while the plant was treated with various colored films. The results showed that a total of 39 DEGs encoding 8 types of enzymes were identified. 

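Table S5 lists 46 starch and sucrose genes, of which 44 passed the filter on low FPKM. limma called 0 of the 44 in each comparison, with 25, 6 and 25 at an unadjusted p under 0.05 in BF vs WF, GF vs WF and BF vs GF. Without BF replicate 2, it called 7 in BF vs WF and 8 in BF vs GF, and with library weights it called 1 in GF vs WF. Adjusted over the list alone, 20, 0 and 20 genes passed 0.05, which is not independent evidence because the study chose the list on these samples. Sucrose synthase 2 (Pyun06G012700) had an FPKM of 4.20 ± 3.05 (SD, n = 3) in BF, 0.893 ± 0.190 in GF and 1.52 ± 0.498 in WF. Sucrose synthase 1 (Pyun18G005620) had 1.68 ± 1.31, 0.231 ± 0.0839 and 0.347 ± 0.0749. Sucrose synthase 6 (Pyun04G007170) was higher under both colored films, at 8.37 ± 6.56 in BF, 7.23 ± 2.25 in GF and 2.54 ± 1.41 in WF. A glucose-1-phosphate adenylyltransferase large subunit gene (Pyun09G011970) had 7.57 ± 6.16 in BF, 8.93 ± 3.41 in GF and 35.3 ± 3.59 in WF. Its log2 fold change was −2.30 in BF vs WF (standard error 0.431, Benjamini-Hochberg adjusted p = 0.144 in limma) and −1.92 in GF vs WF, where it was called only with library weights, at −2.05. A glucan phosphorylase gene (Pyun04G011470) also fell under both films, from 114 ± 14.1 in WF to 49.8 ± 25.6 in BF and 61.5 ± 7.22 in GF. Isoamylase 2 (Pyun02G020430) was at 8.58 ± 2.90 in BF, 3.50 ± 0.832 in GF and 6.03 ± 2.39 in WF, and pullulanase 1 (Pyun10G021480) at 13.4 ± 1.88, 23.7 ± 4.66 and 20.6 ± 4.83. An insoluble beta-fructofuranosidase gene (Pyun06G019190) was at 19.0 ± 7.92 in BF, 10.8 ± 1.10 in GF and 11.7 ± 4.59 in WF. The sucrose-phosphate synthase gene of the list (Pyun17G006180) was below the filter.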

Most DEGs were up-regulated under BF treatment, whereas the opposite expression trend was observed under GF treatment (Figure 8a).

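In BF vs WF, 33 of the 44 starch and sucrose genes tested were higher in BF and 11 lower, with a median log2 fold change of 0.85 and a mean of 0.88. In GF vs WF, 13 genes were higher in GF and 31 lower (median −0.22, mean −0.17), and in BF vs GF, 34 were higher in BF and 10 lower (median 0.97, mean 1.05). Against WF, 23 genes were higher in BF and lower in GF, 3 were lower in BF and higher in GF, 10 were higher in both and 8 lower in both. Both comparisons share the WF libraries, and 33.2% of simulated genes without a film effect went opposite ways. The study chose the list on these libraries, and its mean spread more in BF than under the other films. The simulated share is therefore no test of this list. limma's fry test of the list, Benjamini-Hochberg adjusted over the lists and comparisons, gave an adjusted p of 0.0805 in BF vs WF, 0.386 in GF vs WF and 0.0280 in BF vs GF. Because of that choice, neither this test nor that of the list mean below is independent evidence. The unadjusted fry p in BF vs WF was 0.0507. It was between 0.00546 and 0.0461 with a pseudocount of 0.1, a filter of at least 5 FPKM, quantile normalization, median-ratio scaling or the GC content or class of the libraries in the fit, and 0.000156 without BF replicate 2, where the median was 1.23. For GF vs WF the unadjusted p was 0.360, and 0.0487 with the GC content of the libraries in the fit, where the median was −0.48. For BF vs GF it was 0.0130, and 0.0521 without BF replicate 1, where the median was 0.79. The mean log2(FPKM + 1) of the list was 2.80 ± 0.643 (SD, n = 3) in BF, 1.75 ± 0.0756 in GF and 1.92 ± 0.191 in WF. The exact two-sided permutation p was 0.1 for BF against either film, the smallest that 3 against 3 allow, and 0.2 for GF against WF.

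**Figure D2:**
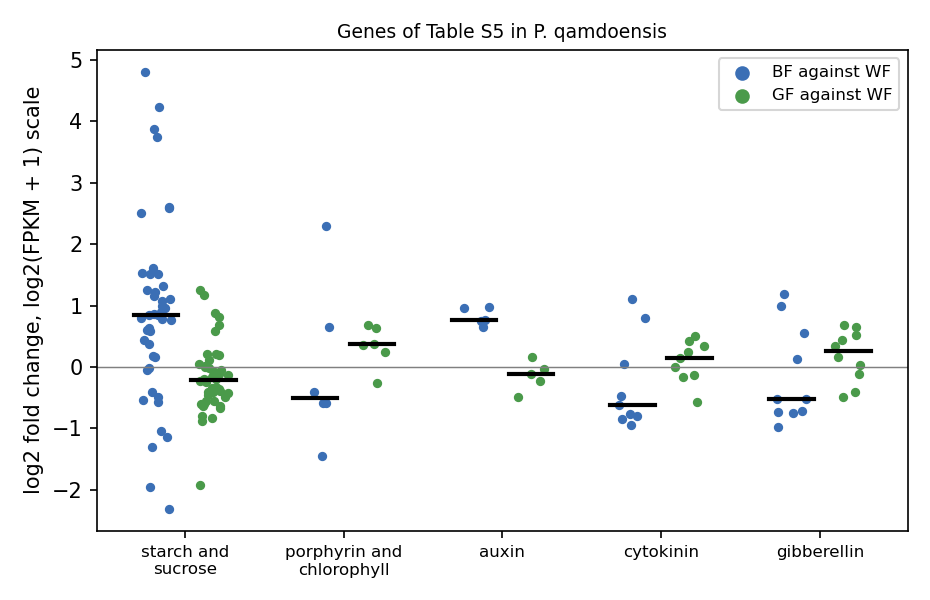
Log2 fold change on the log2(FPKM + 1) scale (vertical axis) of the tested genes of each list of Table S5 (horizontal axis) in *P. qamdoensis*, BF against WF in blue and GF against WF in green. Each dot is 1 gene and each black line the median of a list, which for starch and sucrose is 0.85 and −0.22.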

Analysis of the porphyrin and chlorophyll metabolic pathways revealed that a total of 6 DEGs encoding 4 enzymes were identified. 

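limma called 0 of the 6 porphyrin and chlorophyll genes of Table S5 in each comparison, with 0, 3 and 6 at an unadjusted p under 0.05 in GF vs WF, BF vs WF and BF vs GF. Adjusted over the list alone, 0, 0 and 6 passed 0.05, and since the study chose the list on these samples this is not independent evidence. Of the STAY-GREEN 1 genes, Pyun01G010920 had an FPKM of 129 ± 39.7 (SD, n = 3) in GF, 35.4 ± 28.6 in BF and 82.8 ± 23.9 in WF, and Pyun03G011220 had 168 ± 46.7, 80.0 ± 31.7 and 104 ± 24.1. Pheophorbide a oxygenase (Pyun04G020980) was at 127 ± 29.2, 66.1 ± 25.0 and 98.2 ± 29.8, and TIC 55 (Pyun06G024870) at 93.1 ± 17.6, 48.7 ± 14.1 and 72.4 ± 15.7. The largest log2 fold change of these 4 genes against WF was −1.45, in Pyun01G010920 under BF (standard error 0.515, Benjamini-Hochberg adjusted p = 0.232 in limma). Protochlorophyllide reductase (Pyun01G038270) had 15.1 ± 5.79 in GF, 30.4 ± 13.5 in BF and 18.2 ± 5.80 in WF. Chlorophyllase-1 (Pyun05G019920) was at 0.660 ± 0.405 in GF and 0.378 ± 0.121 in WF. In BF it reached 22.3, 0.952 and 5.75 in replicates 1, 2 and 3.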

Under GF treatment, most of these genes were up-regulated, while BF treatment induced the opposite expression pattern (Figure 8b). 

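In GF vs WF, 5 of the 6 genes were higher in GF and 1, protochlorophyllide reductase, lower, with a median log2 fold change of 0.37 and a mean of 0.34. In BF vs WF, protochlorophyllide reductase and chlorophyllase-1 were higher in BF and the other 4 lower (median −0.50, mean −0.014), and in BF vs GF the split was the same (median −0.95, mean −0.35). limma's fry test gave Benjamini-Hochberg adjusted p-values of 0.242, 0.397 and 0.0805 in the order of these comparisons. In BF vs GF the unadjusted p of that test was 0.0591. It was 0.0121 without BF replicate 3 (median −1.20), 0.0413 without GF replicate 2 (median −1.14) and 0.0119 with a filter of at least 5 FPKM, which left 5 genes. That of GF vs WF was 0.194, and 0.0331 with library weights (median 0.57). Mean log2(FPKM + 1) of the list was 5.42 ± 0.245 (SD, n = 3) in GF, 5.06 ± 0.464 in BF and 5.08 ± 0.198 in WF, and the exact two-sided permutation p was 0.2 for GF against WF, 0.9 for BF against WF and 0.3 for BF against GF. Since the study chose the list on these libraries, neither the fry test nor that of the mean is independent evidence.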

DEGs linked to plant growth in plant hormone signal transduction pathways were analyzed. The findings demonstrated that AUX/IAA, GH3, and SAUR gene expression levels in the auxin pathway were all up-regulated in response to BF treatment and down-regulated in response to GF treatment. 

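All 5 auxin genes of Table S5 were higher in BF than in WF, with a median log2 fold change of 0.76 and a mean of 0.82, and all 5 were higher in BF than in GF (median 0.99, mean 0.96). Against WF, 1 was higher in GF and 4 lower (median −0.12, mean −0.14); the median was 0.012 with the GC class of the libraries in the fit. limma called 0 of the 5 in each comparison, with 4, 4 and 0 at an unadjusted p under 0.05 in BF vs WF, BF vs GF and GF vs WF. The same numbers passed 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. limma's fry test gave Benjamini-Hochberg adjusted p-values of 0.00169, 0.000884 and 0.330. For the same reason, neither this test nor that of the list mean below is independent evidence. A filter of at least 5 FPKM left only the AUX/IAA gene, with unadjusted p-values of 0.0586, 0.103 and 0.698. Fitting only the 6 GF and WF libraries gave an unadjusted p of 0.00773 in GF vs WF, against 0.286 with all 9. The mean log2(FPKM + 1) of the list was 2.53 ± 0.394 (SD, n = 3) in BF, 1.57 ± 0.0194 in GF and 1.71 ± 0.0486 in WF, with an exact two-sided permutation p of 0.1, the smallest possible, for each pair of films. The AUX/IAA gene (Pyun10G007740) had an FPKM of 32.3 ± 19.5 (SD, n = 3) in BF, 16.2 ± 1.83 in GF and 14.4 ± 2.12 in WF, and was the gene of the 5 that did not fall in GF. GH3.1 (Pyun09G009710) was at 3.27 ± 2.46, 0.605 ± 0.207 and 1.24 ± 0.0894. GH3.6 (Pyun14G011700) was at 1.57 ± 0.131, 0.497 ± 0.0906 and 0.646 ± 0.333, and its fall in GF, at −0.12, became 0.037 without WF replicate 2, 0.014 with library weights and 0.012 with the GC class. SAUR50 (Pyun01G016130) was at 6.81 ± 3.88, 2.59 ± 0.258 and 2.73 ± 0.908, a log2 fold change of −0.030 in GF vs WF that was 0.031 without GF replicate 1, 0.15 without WF replicate 3 and 0.22 with the GC content of the libraries in the fit. The SAUR gene named auxin-induced protein 6B (Pyun09G012660) had 2.10 ± 0.0875, 0.570 ± 0.207 and 0.833 ± 0.255, and the smallest adjusted p of the list in BF vs WF (log2 fold change 0.76, standard error 0.173, Benjamini-Hochberg adjusted p = 0.165 in limma).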

9 DEGs encoding three different types of enzymes were found to be involved in the cytokinin pathway. These genes exhibited both up- and down-regulated trends when exposed to various colored films, but the majority of them were up-regulated when exposed to GF. 

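limma called 0 of the 9 cytokinin genes of Table S5 in each comparison, with 2, 6 and 8 at an unadjusted p under 0.05 in GF vs WF, BF vs WF and BF vs GF. Adjusted over the list alone, 0, 5 and 8 passed 0.05, and because the study chose the list on these samples this is not independent evidence. The CRE1 genes, histidine kinases 3a (Pyun01G005630) and 3b (Pyun03G015950), had an FPKM of 28.8 ± 1.19 (SD, n = 3) and 40.0 ± 1.89 in GF, 16.4 ± 5.17 and 20.0 ± 6.37 in BF, and 22.5 ± 1.66 and 33.7 ± 1.50 in WF. Among the genes placed under B-ARR, PHL5 (Pyun06G017330) was at 21.5 ± 0.224 in GF, 10.2 ± 2.57 in BF and 16.0 ± 2.80 in WF, and another PHL5 gene (Pyun16G004240) at 15.4 ± 3.65, 5.70 ± 1.63 and 10.6 ± 2.45. GLK1-like (Pyun07G014410), BOA (Pyun09G004560) and EFM (Pyun09G010930) were lower in GF than in WF, with log2 fold changes of −0.56, −0.13 and −0.16. That of BOA was 0.019 without GF replicate 3, and that of EFM 0.049 without WF replicate 1. Of the AHP genes, Pyun13G002930 was at 27.2 ± 10.9 in GF, 12.8 ± 6.42 in BF and 24.4 ± 8.47 in WF. Its rise in GF of 0.15 turned to −0.15 without GF replicate 2, without WF replicate 2 and with library weights, and to −0.12 with the GC class of the libraries in the fit. Pyun08G018590 was at 3.46 ± 0.441 in GF and 3.46 ± 0.439 in WF, and in BF at 26.4 in replicate 1, 5.29 in replicate 2 and 4.09 in replicate 3.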

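In GF vs WF, 6 of the 9 genes were higher in GF and 3 lower, with a median log2 fold change of 0.15 and a mean of 0.088. limma's fry test gave an unadjusted p of 0.0541 and a Benjamini-Hochberg adjusted p of 0.0805. As the list was chosen on these libraries, its fry tests and those of its mean are not independent evidence in any comparison. The list mean of log2(FPKM + 1) was 4.06 ± 0.0435 (SD, n = 3) in GF, 3.97 ± 0.0275 in WF and 3.69 ± 0.0867 in BF, with an exact two-sided permutation p of 0.1 in each comparison, the smallest possible. The median depended on single libraries. Without WF replicate 2 the median was −0.076, with 4 genes higher and 5 lower, and the unadjusted p was 0.00591 without BF replicate 2 (median 0.15) and 0.0312 without GF replicate 3 (median 0.22). The p was 0.0184 after quantile normalization and 0.0187 after median-ratio scaling, and with library weights 4 genes were higher and 5 lower (median −0.052). In BF vs WF, 3 of the 9 were higher in BF and 6 lower (median −0.61, mean −0.27), with a fry p of 0.000884 after Benjamini-Hochberg adjustment in limma. In BF vs GF the split was also 3 and 6 (median −0.82, mean −0.36), with an adjusted p of 0.000606 in limma. Of the 9 genes, 5 were lower in BF and higher in GF than in WF.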

The majority of the genes resulting in GID1, DELLA, and TF genes in the gibberellin pathway expressed more when exposed to GF than when exposed to WF or BF (Figure 8c).

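Of the 10 gibberellin genes of Table S5, 7 were higher in GF than in WF and 3 lower, with a median log2 fold change of 0.26 and a mean of 0.18. In BF vs GF, 2 were higher in BF and 8 lower (median −0.69, mean −0.32), and in BF vs WF, 4 were higher in BF and 6 lower (median −0.52, mean −0.14). limma's fry test gave Benjamini-Hochberg adjusted p-values of 0.0431 in GF vs WF, 0.00189 in BF vs GF and 0.0166 in BF vs WF. The list was chosen on these libraries, so neither the fry test nor that of the list mean is independent evidence. The unadjusted p in GF vs WF was 0.0230, and it was 0.0854 without GF replicate 3 (median 0.18), 0.0594 without WF replicate 1 (median 0.19) and 0.0853 without WF replicate 3 (median 0.29). It was 0.143 with a filter of at least 5 FPKM, which left 5 genes, and in BF vs WF 0.00665 with all 9 libraries and 0.0666 with only the 6 of BF and WF. limma called 0 of the 10 in each comparison, with 4, 7 and 5 at an unadjusted p under 0.05. Adjusted over the list alone, 0, 5 and 3 passed 0.05, which is not independent evidence because the study chose the list on these samples. The mean log2(FPKM + 1) of the list was 2.72 ± 0.0423 (SD, n = 3) in GF, 2.40 ± 0.111 in BF and 2.54 ± 0.0862 in WF, with an exact two-sided permutation p of 0.1, the smallest possible, for GF against either film and 0.3 for BF against WF.

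Among the GID1 genes, GID1b (Pyun02G020140) had an FPKM of 12.6 ± 5.40 (SD, n = 3) in GF, 4.82 ± 2.57 in BF and 9.00 ± 6.02 in WF. GID1C (Pyun13G002950) had 57.4 ± 4.72, 31.6 ± 11.3 and 51.0 ± 4.70, and its log2 fold change of 0.17 in GF vs WF became −0.0064 with the GC content of the libraries in the fit and −0.037 with their GC class. A pair of genes named carboxylesterase 18, Pyun19G002820 and Pyun19G002920, were higher in BF, at 7.28 ± 6.51 and 9.18 ± 10.1, than in WF, at 2.40 ± 0.874 and 2.37 ± 1.22, with means of 1.52 and 2.11 in GF. Under DELLA, RGL1 (Pyun10G013610) was at 1.33 ± 0.373 in GF, 0.184 ± 0.164 in BF and 0.698 ± 0.175 in WF, and scarecrow-like protein 27 (Pyun03G010210) at 9.48 ± 0.793, 4.88 ± 1.51 and 7.23 ± 0.382. NLP9 (Pyun07G013890) was at 6.80 ± 0.573 in GF and 6.69 ± 1.34 in WF, a log2 fold change of 0.032 that was −0.026, −0.044 and −0.032 without GF replicate 3, WF replicate 1 and WF replicate 3 and −0.15 with the GC content of the libraries in the fit. In BF it was at 3.02 ± 1.35. The fourth gene, Pyun16G002410, was lower under both colored films, with −0.48 in GF vs WF and −0.74 in BF vs WF. Both TF genes, each named PIF3, had the largest rises in GF vs WF, with 0.69 for Pyun14G008760 (standard error 0.259) and 0.65 for Pyun14G009100 (standard error 0.225), each with a Benjamini-Hochberg adjusted p of 1 in limma. Their FPKM was 5.61 ± 0.341 and 10.1 ± 1.91 in GF and 3.24 ± 1.36 and 6.04 ± 1.18 in WF. From the hormone pathway genes, the paper proposes that GF promotes cell elongation by enhancing the expression of gibberellin pathway genes and weakens an inhibition by the auxin pathway, which together favor stem elongation and leaf expansion. It states that BF inhibits cell elongation through the auxin pathway genes and a low expression of the gibberellin pathway, and that this restricts growth.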

### 3.9. Expression Patterns of Light Signaling-Related Transcription Factors (TFs)

To explore the mechanism by which light quality regulates the growth of *P. qamdoensis*, this study analyzed the expression patterns of light-responsive TFs. A co-expression regulatory network of light-responsive TFs was constructed, revealing a total of 16 proteins in the network (Figure 9a). Among these, *PHYB*, *HY5*, *HYH*, *COP1*, *CRY1*, and *PIF4* showed relatively close interactions with other TFs (evidenced by a higher number of connecting edges in the network), indicating that these TFs may serve as key response nodes in the light quality regulatory pathway. Further analysis of expression levels demonstrated that the expression of *COP1*, *CRY1*, *HY5*, and *PIF4* was significantly up-regulated under GF treatment. In contrast, *HYH*, *PHYB*, and *PIF4* exhibited a significant down-regulation trend under BF treatment (Figure 9b–g). 

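The figure the paper cites for these genes shows qRT-PCR beside FPKM, with the films compared by analysis of variance. Only FPKM was tested here. In GF, *COP1* (Pyun14G013660) had an FPKM of 18.6 ± 1.48 (SD, n = 3), against 17.1 ± 1.50 in WF, a log2 fold change of 0.11. *CRY1* (Pyun02G008950) was at 76.2 ± 5.56 and 72.6 ± 7.40 (0.072), *HY5* (Pyun10G000570) at 92.3 ± 10.8 and 89.1 ± 4.91 (0.045), and *PIF4* (Pyun02G023670) at 23.0 ± 1.88 and 21.0 ± 2.49 (0.13). The standard errors of these log2 fold changes were 0.169, 0.137, 0.183 and 0.126. limma gave each gene a Benjamini-Hochberg adjusted p of 1 in GF vs WF, and adjusted over the list alone the p-values of the 6 genes of Table S1 were between 0.734 and 0.811. The study chose the list on these samples, so the latter is not independent evidence. Exact two-sided permutation p-values for GF against WF were 0.3 for *COP1*, 0.6 for *CRY1*, 0.8 for *HY5* and 0.3 for *PIF4* (n = 3), where the smallest possible is 0.1. With the GC content of the libraries in the fit, the log2 fold changes of *CRY1* and *HY5* were −0.037 and −0.15, and with their GC class −0.030 and −0.18. Without GF replicate 3, that of *HY5* was −0.048.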

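In BF, *HYH* (Pyun13G015450) had an FPKM of 20.7 ± 4.34 (SD, n = 3), against 26.3 ± 2.33 in WF and 24.8 ± 2.97 in GF. *PHYB* (Pyun10G014030) was at 6.87 ± 1.45 in BF, 9.20 ± 0.614 in WF and 7.91 ± 1.01 in GF, and *PIF4* at 15.9 ± 1.25 in BF. In BF vs WF, the log2 fold changes were −0.35 for *HYH* (standard error 0.160), −0.39 for *PHYB* (0.170) and −0.37 for *PIF4* (0.126). limma gave them Benjamini-Hochberg adjusted p-values of 0.306, 0.291 and 0.223 over all genes tested, and 0.0876 for each when adjusted over the list alone, that is over the 6 genes of Table S1. The latter is not independent evidence, since the study chose these genes on these samples. The exact two-sided permutation p was 0.2 for *HYH* and 0.1 for *PHYB* and *PIF4* (n = 3), the last being the smallest possible. *PIF4* was also lower in BF than in GF, with a log2 fold change of −0.50 (Benjamini-Hochberg adjusted p = 0.143 in limma, 0.0200 adjusted over the list alone). *COP1*, *CRY1* and *HY5* were lower in BF than in WF too, with log2 fold changes of −0.23, −0.23 and −0.44.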

Notably, the expression trends of these genes were consistent with the transcriptome data, confirming the reliability of the expression pattern analysis.

## 4. Discussion

### 4.1. Effects of Different Colored Film Treatments on the Growth and Development of P. qamdoensis

Comparative analysis of *P. qamdoensis* cutting growth under different colored film treatments revealed distinct growth performance between BF and GF treatments. BF significantly inhibited seedling height, leaf length, and leaf width, whereas GF significantly promoted these growth indicators. Notably, neither treatment affected radial growth (ground diameter) significantly. This aligns with findings by Trouwborst et al. [38] and Paradiso et al. [39], who reported that blue light can suppress seedling growth.

Environmental factors strongly influence plant photosynthetic traits, with leaf tissue structural modifications often mediating changes in photosynthetic function [40,41]. Under GF treatment, the stomatal conductance of *P. qamdoensis* was significantly elevated, which was substantiated by notably higher values of Tr, Gs, and Ci relative to the WF treatment. This result is closely correlated with the increased thickness of the lower epidermis in *P. qamdoensis* subjected to GF treatment. Previous studies have demonstrated that a large number of stomata are distributed on the leaf lower epidermis, and the enhancement of leaf gas exchange capacity can be achieved by increasing the thickness of this tissue [42,43]. In this study, BF treatment significantly increased palisade tissue thickness, upper epidermis thickness, tissue structure compactness, and palisade-spongy ratio, whereas GF treatment induced the opposite trends (Figure 10). This indicates that *P. qamdoensis* is adapted to the relatively high proportion of short-wavelength light in its native environment. Under BF conditions, the species appears to reduce resource allocation to stem elongation and leaf area expansion, instead prioritizing enhancements to leaf photosynthetic structures (palisade tissue) and protective structures (upper epidermis). This adaptive strategy likely ensures survival and reproduction by improving photosynthetic efficiency and stress resistance. Conversely, in the GF environment, due to the low absorption ratio of green light in photosynthetically active radiation, the plants perceive insufficient photosynthetically active light, which triggers a ‘low-light adaptation strategy’-prioritizing the expansion of light-capturing range (increasing plant height, leaf length, and leaf width) to compensate for the insufficient photosynthetic efficiency through increased area. These findings are consistent with those of Dörken et al. [44] and Carriquí et al. [45], which indicate that characteristics such as well-developed palisade tissue, increased tissue structural compactness, and a higher palisade-to-spongy ratio are adaptive manifestations of plants to high-light habitats.

### 4.2. Specific Response Characteristics of Photosynthetic Pigments in P. qamdoensis to Different Light Qualities

Light quality changes significantly alter plant photosynthetic traits by regulating chlorophyll light absorption, thereby influencing light energy utilization efficiency [46,47]. The findings of this study showed that BF treatment significantly facilitated the accumulation of Chl a and Chl b in the leaves of *P. qamdoensis*, while GF treatment primarily increased the contents of Car and Chl b in the leaves. This result is consistent with the research finding that BF can promote the chlorophyll content in *Anoectochilus roxburghii* [48]. Further analysis of the porphyrin and chlorophyll metabolism pathway revealed that the majority of genes within this pathway exhibited an up-regulated expression trend under GF treatment, indicating that GF treatment may enhance the biosynthesis capacity of Chl b and Car by activating the transcription level of genes related to the porphyrin and chlorophyll metabolism pathway, and ultimately help *P. qamdoensis* adapt to the specific light quality environment mediated by GF by regulating the composition ratio of leaf photosynthetic pigments.

### 4.3. Association Between Metabolic Gene Expression and Photosynthate Allocation in P. qamdoensis Under BF and GF Treatments

Light quality influences soluble sugar content in plant leaves by inducing photoreceptors, regulating the activity of sugar-metabolizing enzymes, and modifying the efficiency of carbohydrate absorption in leaves [49,50]. The results of this study showed that although BF treatment significantly reduced the accumulation of sucrose and starch in the leaves of *P. qamdoensis* (Figure 10). It is speculated that the core reason is that BF treatment accelerated the translocation of photosynthates from leaves to various sink organs, resulting in reduced retention of the two substances in leaves, which is consistent with the trend observed in lettuce-related studies regarding the effect of light quality on photosynthate allocation [51]. In contrast, GF treatment significantly increased both sucrose and starch contents in leaves (Figure 10), indicating that GF may adapt to the light environment changes it mediates by slowing down the export rate of photosynthates or enhancing the carbon storage capacity of leaves. This result is consistent with the conclusions of similar studies on grape plantlets [52].

Further analysis of the sucrose and starch metabolism pathway revealed that most related genes in this pathway were up-regulated under BF treatment, while the contents of starch and sucrose in leaves showed a downward trend; GF treatment exhibited the opposite characteristics of down-regulated gene expression and increased product content. These results further reveal that BF treatment accelerates the decomposition, transformation, and transport of photosynthates to energy-consuming organs by up-regulating the expression of related genes, ultimately leading to reduced leaf accumulation. In contrast, in the low-light environment mediated by GF, *P. qamdoensis* shows down-regulated expression of related genes due to insufficient adaptability, which in turn inhibits the decomposition of photosynthates, and maintains normal life activities by increasing the accumulation of products in leaves.

### 4.4. Expression Characteristics of Hormone Signaling Pathway Genes in P. qamdoensis Under BF and GF Treatments

Light signals affect plant growth and development by regulating hormone levels and signal transduction processes in plant cells [53]. The results of this study showed that under BF treatment, the expression levels of *AUX/IAA*, *GH3*, and *SAUR* genes in the auxin signaling pathway were significantly down-regulated; whereas the *CRE1*, *AHP*, and *B-ARR* genes in the cytokinin pathway exhibited a fluctuating expression pattern under different film treatments; GF treatment significantly up-regulated the expression levels of most genes in the gibberellin pathway (Figure 10). This result indicates that GF treatment may promote cell elongation by enhancing the expression of genes in the gibberellin pathway, and may simultaneously indirectly weaken the inhibitory effect of the auxin pathway, prompting the gibberellin and auxin pathways to act synergistically to jointly promote stem elongation and leaf expansion, thereby endowing plants with growth advantages. In contrast, BF treatment inhibits cell elongation by down-regulating relevant genes in the auxin pathway, and this, combined with the low expression state of the gibberellin pathway, collectively leads to restricted plant growth. This result is consistent with the findings of studies on light quality regulation of *Cucumis sativus* growth [54] and light quality effects on *Picea abies* seedlings [55], suggesting that the growth response of *P. qamdoensis* to light quality may depend on the synergistic regulatory mechanism of gibberellins and auxins.

### 4.5. Characteristics and Adaptive Strategies of Light Signal Gene Expression in P. qamdoensis Regulated by Different Light Qualities

Different photoreceptors can trigger a series of biochemical reactions by perceiving and absorbing light energy of different wavelength bands, and play a role in plant morphogenesis, photosynthetic physiology, and metabolic physiology [56,57,58]. The results of this study showed that GF treatment significantly up-regulated the expression of *COP1*, *CRY1*, *HY5*, and *PIF4* genes in *P. qamdoensis* (Figure 10). As a positive regulator of light signal transduction, the increased expression level of *HY5* is usually associated with enhanced adaptability of plants to low-light environments, and can promote the synthesis of chlorophyll and the expression of photosynthesis-related genes [59,60]. However, as a negative regulator of *HY5*, the up-regulation of *COP1* under GF treatment may be a compensatory response of plants to maintain signal balance, which is similar to the research result that *COP1* and *HY5* are co-upregulated to fine-tune light response under low-light environments [61]. Furthermore, BF treatment significantly down-regulated the expression levels of *HYH*, *PHYB*, and *PIF4* genes in *P. qamdoensis* (Figure 10). Previous studies have indicated that high-intensity blue light inhibits the activity and gene expression of *PHYB*; the suppression of *PHYB* function would then weaken its transcriptional inhibitory effect on downstream PIF4, which should theoretically lead to an up-regulation of *PIF4* expression [62]. However, in this study, *PIF4* showed a significant down-regulation under BF treatment, which is distinctly different from the aforementioned blue light regulatory pattern. It is hypothesized that this phenomenon may be related to the woody plant characteristics of *P. qamdoensis*: the expression of *PIF4* in this species may not be regulated solely by *PHYB*, but rather mediated by a synergistic regulatory mechanism involving both *CRY1* and *PHYB*.

In summary, the differential regulatory effects of BF and GF treatments on the expression of key genes in the light signal transduction pathway of *P. qamdoensis* (such as *HYH*, *PHYB*, and *PIF4*) suggest that different light qualities may shape the plant’s strategy for adapting to specific light environments by precisely regulating the expression patterns of photoreceptors and core genes in downstream signaling pathways.

## 5. Conclusions

This study investigated the effects of WF, BF, and GF treatments on *P. qamdoensis* cuttings, combining leaf physiological measurements with transcriptome sequencing to examine their impact on growth development and gene expression. The results indicated that BF treatment significantly inhibited plant height, leaf length, and leaf width, while simultaneously increasing leaf palisade tissue thickness, upper epidermis thickness, and structural density. GF treatment exhibited opposite effects. Physiologically, GF treatment increased Gs and Ci, while BF treatment enhanced *WUE*. Both treatments increased Chlb and Car content, with BF treatment additionally raising total soluble sugars while reducing sucrose and starch content. Transcriptome analysis revealed significant DEGs related to sucrose and starch metabolism, plant hormone signal transduction, porphyrin and chlorophyll metabolism, and photoreceptors across the three treatments: BF treatment upregulated most genes in the sucrose and starch metabolic pathways, along with auxin pathway genes (*AUX/IAA*, *GH3*, *SAUR*); meanwhile, the GF treatment up-regulated most genes in the porphyrin and chlorophyll metabolism pathways and gibberellin pathway genes, while significantly inducing the expression of photoreceptor genes *HYH*, *COP1*, *CRY1*, *HY5*, and *PIF4*. Conversely, the BF treatment suppressed the expression of these genes. The findings of this study provide theoretical support for elucidating the evolutionary mechanisms by which plants adapt to different light environments.

## Figures and Tables

**Figure 1:**
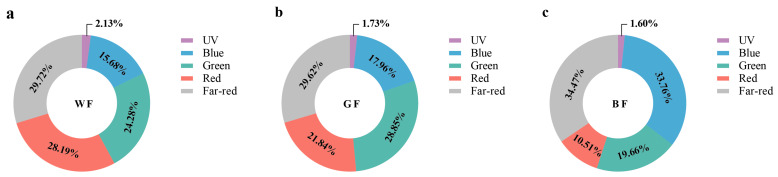
Transmission spectral ratios of different color films. (**a**–**c**) are pie charts showing the proportion distribution of spectral transmittance under WF, GF, and BF conditions, respectively. Among them, UV stands for ultraviolet light, Blue for blue light, Red for red light, Green for green light, and Far-red for far-red light. The percentage of each color block indicates the proportion of the corresponding spectrum under that lighting condition.

**Figure 2:**
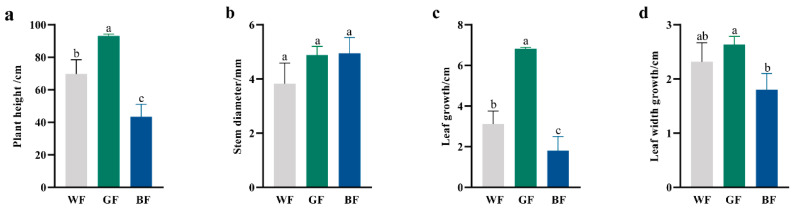
Comparison of growth of *P. qamdoensis* under different film treatments. (**a**–**d**) are bar charts showing the plant height, stem diameter, leaf length, and leaf width of *P. qamdoensis* under WF, GF, and BF conditions, respectively. Different lowercase letters (a, b, c) indicate significant differences between groups at the *p* < 0.05 level.

**Figure 3:**
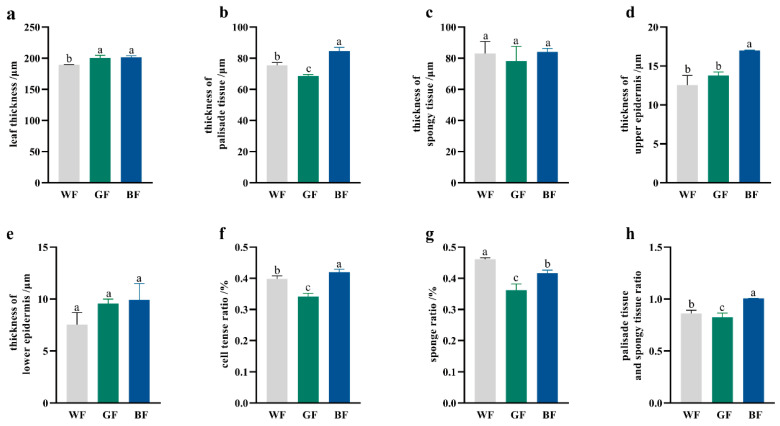
Structural parameters of leaves of *P. qamdoensis* under different film treatments. (**a**–**h**) are bar charts showing the leaf thickness, palisade tissue thickness, spongy tissue thickness, upper epidermal thickness, lower epidermal thickness, cell tense ratio, sponge ratio, and palisade tissue and spongy tissue ratio of *P. qamdoensis* under WF, GF, and BF conditions, respectively. Different lowercase letters (a, b, c) indicate significant differences between groups at the *p* < 0.05 level.

**Figure 4:**
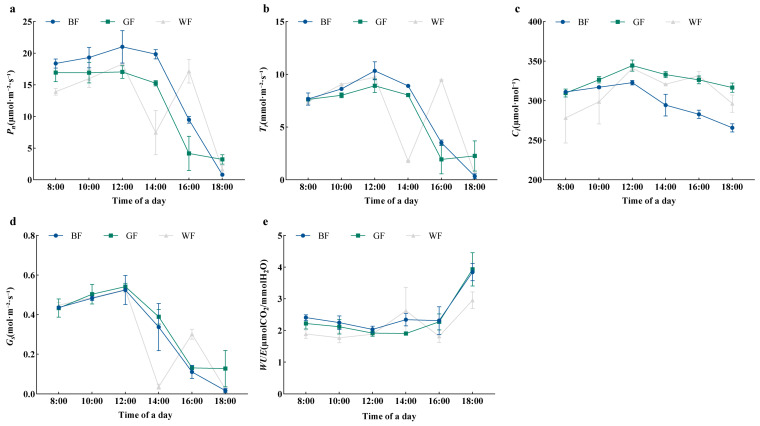
Diurnal variation in photosynthetic gas exchange parameters of *P. qamdoensis* under different film treatments. (**a**–**e**) are line graphs showing the dynamic changes in Pn, Tr, Ci, Gs, and WUE of *P. qamdoensis* under BF, GF, and WF conditions throughout a day (8:00–18:00), respectively. Different colored lines represent different treatment conditions (BF, GF, WF).

**Figure 5:**
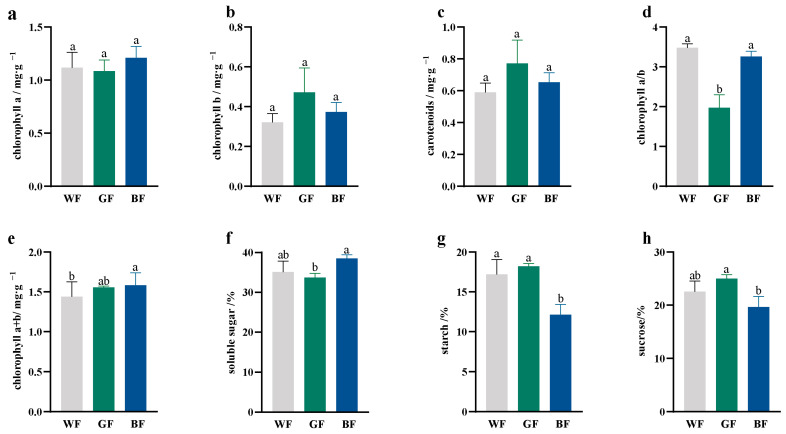
Photosynthetic pigment and sugar contents in leaves of *P. qamdoensis* under different film treatments. (**a**–**h**) are bar charts showing the chl a content, chl b content, car content, chl a/b ratio, total chl content, soluble sugar content, starch content, and sucrose content of *P. qamdoensis* under WF, GF, and BF conditions, respectively. Different lowercase letters (a, b) indicate significant differences between groups (*p* < 0.05).

**Figure 6:**
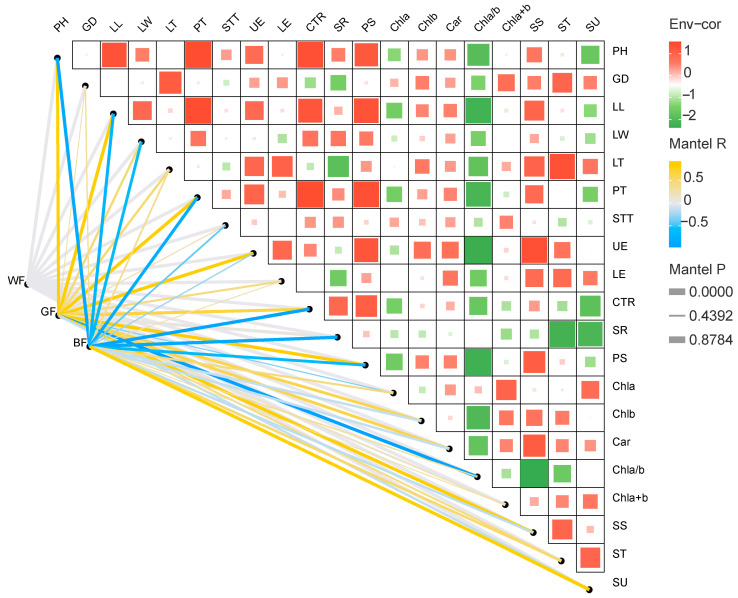
Correlation between different film treatments and observation indexes of *P. qamdoensis*. PH: plant height, GD: ground diameter, LL: leaf length, LW: leaf width, LT: leaf thickness, PT: palisade tissue thickness, STT: spongy tissue thickness, UE: upper epidermal thickness, LE: lower epidermal thickness, CTR: cell tense ratio, SR: sponge ratio, PS: palisade tissue and sponge tissue ratio, Chla: chlorophyll a, Chlb: chlorophyll b, Car: carotenoids, SS: Soluble sugar content, ST: starch content, SU: sucrose content. In the heatmap, the horizontal and vertical axes represent various indicators that interact with growth physiology, respectively. The color of the color block in each grid of the heatmap indicates the positive or negative correlation coefficient between growth and physiological indicators, and the size of the color block represents the absolute value of the correlation coefficient. The lines represent the one-to-one correlation between light environment data and growth-physiological indicator data. The thickness of the lines indicates the strength of the correlation, and the color of the lines indicates the significance level.

**Figure 7:**
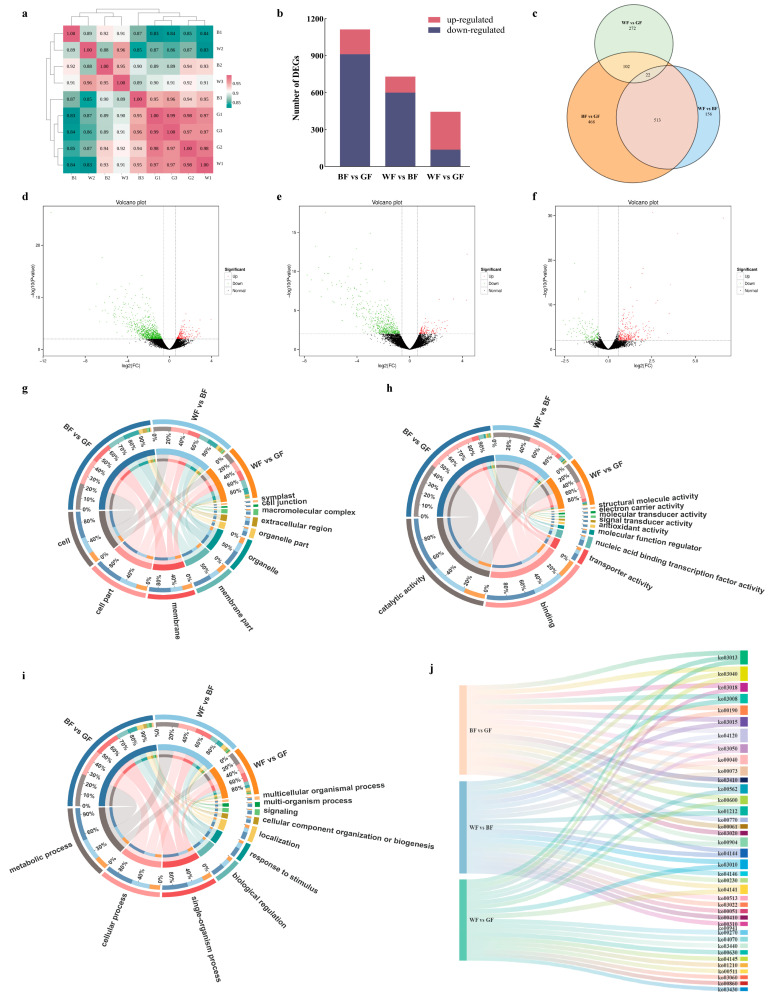
Transcriptome analysis of *P. qamdoensis* under three different color film treatments. (**a**) Sample correlation analysis. (**b**) Number of up- and down-regulated DEGs. (**c**) Venn diagram. (**d**–**f**) Each point in the volcano plot represents a gene. The abscissa (x-axis) denotes the logarithmic value of the fold change in gene expression between two samples, while the ordinate (y-axis) represents the negative logarithmic value of the statistical significance of gene expression changes. In the plot, green points indicate down-regulated DEGs, red points signify up-regulated DEGs, and black points represent non-DEGs. (**g**–**i**) GO enrichment analysis; (**g**) cellular component entries; (**h**) molecular function entries; (**i**) biological process entries. The outer color strip in the upper part shows the comparison groups, and the inner circle represents the composition of the comparison group. The outer color strip in the lower part shows the composition, and the inner circle indicates the abundance distribution of the composition among the comparison groups. The thickness of the chords in the middle part reflects the abundance level of the composition in each comparison group. (**j**) Analysis of KEGG pathway top 20 enrichment in three comparison groups. In the Sankey diagram, the three color bars on the left represent the three comparison groups, and the color bars on the right represent KEGG pathways. The flow direction of the bands indicates the correlation between data, and the width of the bands reflects the strength of the correlation between data.

**Figure 8:**
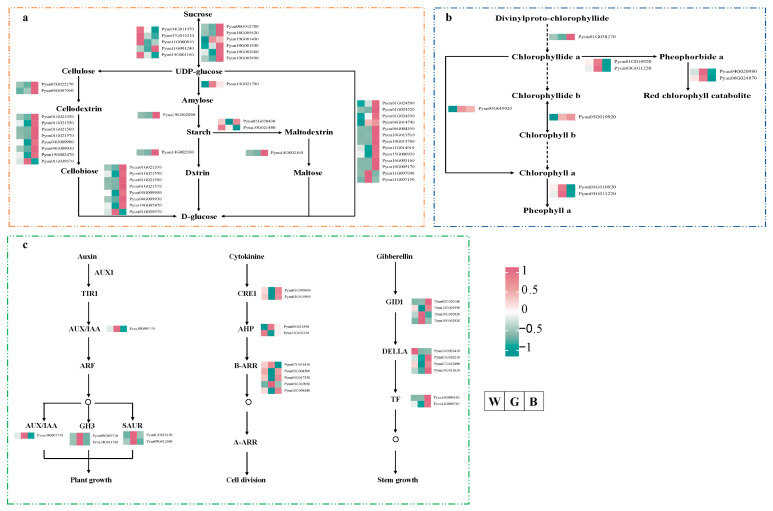
Pathway analysis of *P. qamdoensis* under different color film treatments. (**a**) starch and sucrose metabolism pathway. (**b**) porphyrin and chlorophyll metabolism pathway. (**c**) plant hormone signal transduction pathway. The heatmaps show FPKM values of the DEGs. The rows of the heatmap represent different DEGs, the columns represent gene expression levels under different treatment conditions, and the color scale denotes the expression levels, which are in the order of WF, GF, and BF from left to right.

**Figure 9:**
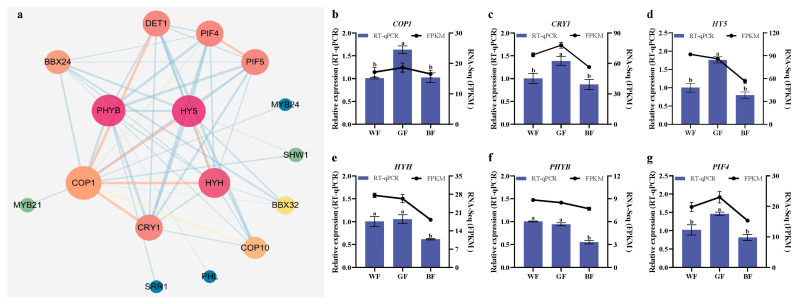
Analysis of expression patterns of light-responsive TFs. (**a**) Co-expression regulatory network of light-responsive TFs. Each node in the regulatory network represents a protein, where the size of the node is proportional to its correlation with light response, and the color of the node corresponds to its size. Colors tending towards red indicate that the corresponding node is a “core hub” within the network, where its interactions perform crucial regulatory or connecting functions across the entire network. Colors tending towards yellow-orange denote nodes classified as “intermediate hubs”, possessing a certain capacity for interaction. Colors tending towards blue-green signify that the node exhibits sparse connectivity within the network, with its corresponding interactions falling within the category of “secondary interactions”. The lines indicate interactions between proteins, with thicker lines representing stronger interactions. (**b**–**g**) Validated qRT-PCR results for the six genes. The left Y-axis denotes relative gene expression levels, while the right Y-axis represents transcriptome FPKM values. Data are presented as mean ± SD (n = 3). One-way analysis of variance was employed to compare gene expression differences under WF, GF, and BF treatment conditions. Different letters indicate significant differences in gene expression levels across the three treatments (*p* ≤ 0.05).

**Figure 10:**
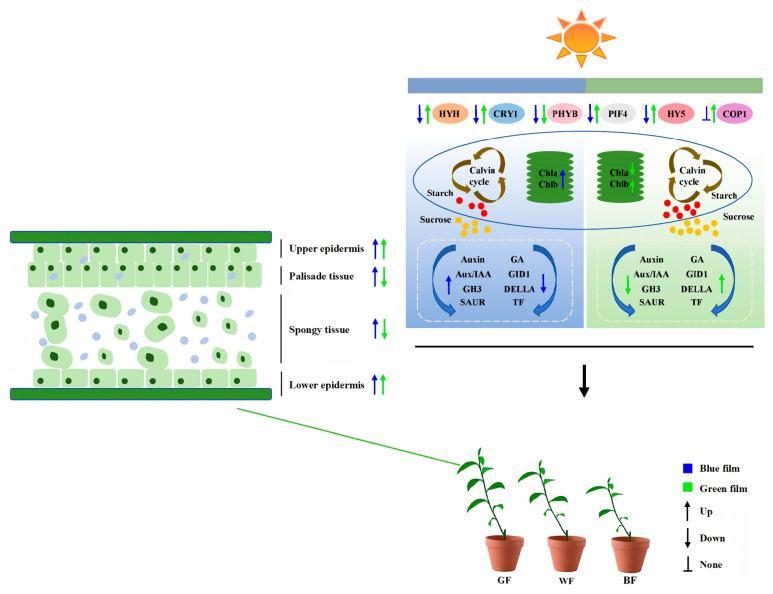
Model of the effects of BF and GF treatments on the growth of *P. qamdoensis*. Under BF treatment, the expression of photoreceptor genes *(HYH*, *CRY1*, *PHYB*, *PIF4*, and *HY5*) decreases, while genes in the porphyrin and chlorophyll metabolism pathway are up-regulated, promoting an increase in the contents of Chl a and Chl b. In the sucrose and starch metabolism pathways, most genes show an up-regulated trend, which accelerates the decomposition of starch and sucrose, resulting in a decrease in their contents. In the hormone signaling pathway, the negative regulators (*AUX/IAA*, *GH3*) in the auxin pathway are up-regulated, inhibiting auxin-mediated cell elongation; at the same time, the expression of genes in the gibberellin pathway is suppressed, further weakening the driving force for longitudinal growth. These changes are physiological responses of plants to adapt to strong light exposure, such as increasing the thickness of mesophyll cells, which collectively lead to the inhibition of *P. qamdoensis* height growth. In contrast, the GF treatment shows an opposite trend: the expression of photoreceptor genes is enhanced, the expression patterns of genes in the porphyrin and chlorophyll metabolism and sucrose and starch metabolism pathways are opposite to those under BF treatment, and the growth-promoting genes in the hormone signaling pathways (such as genes in the gibberellin pathway) are up-regulated. Ultimately, through physiological regulation, adapting to low-light environments, the growth of seedlings is promoted.

## Data Availability

Transcriptome raw sequencing data files are available in the NCBI GEO database with project accession GSE269248.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology14121658/s1, Table S1: The primers of seven differentially expressed genes used for qRT-PCR verification; Table S2: Summary of the RNA-Seq results; Table S3: The significantly enriched top 20 GO term and corresponding ID of the differentially expressed genes (DEGs); Table S4: List of significantly enrichment pathways by DEGs and the identifier of DEGs; Table S5: Annotation of DEGs in the Pathway.

## Abbreviations

The following abbreviations are used in this manuscript:

WF	Transparent colorless film
BF	Blue film
GF	Green film
Gs	Stomatal conductance
Ci	Intercellular CO_2_ concentration
WUE	Water use efficiency
Chla	Chlorophyll a
Chlb	Chlorophyll b
Car	Carotenoids
DEGs	Differentially expressed genes
FDR	False discovery rate

How the deposited data were processed for this re-analysis (not part of the article)

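Expression was measured in leaves of *P. qamdoensis* and *P. schneideri*, with 3 libraries per film and species, 18 in all. The films were the translucent colorless film (WF), the blue film (BF) and the green film (GF). For *P. schneideri* the film was inferred from sample labels that give only white, blue or green quality. The paper reports on *P. qamdoensis* only, and the number of days under the films is not known for the *P. schneideri* plants. The authors filtered the Illumina reads, compared them to the *P. yunnanensis* genome and deposited FPKM values, fragments scaled to gene length and to the mapped fragments of the library, in a single table of 39194 genes. The aligner, the program that counted the fragments, their versions and any further scaling between libraries are not given in the sources used here. All columns of the table were matched to a film, species and replicate by their labels. Read numbers, GC contents and base qualities of the *P. qamdoensis* libraries were read from Table S2 and matched by film and replicate number.

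FPKM values were used as deposited, as log2(FPKM + 1). A gene was tested when its mean over the 9 libraries of a species was at least 0.5 FPKM, which left 24147 genes in *P. qamdoensis* and 23821 in *P. schneideri*. The species difference was tested in a fit of all 18 libraries, with 24273 genes. Reads per library are known for *P. qamdoensis* only, and the fragments behind single values are unknown, so no counting error could be attached to low values, and the spread between replicates is the only measure of precision given.

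Models were fitted in limma 3.58.1 under R 4.3.3, with 1 mean per film and a spread pooled over the 3 films, followed by eBayes with an intensity trend. Comparisons are BF vs WF, GF vs WF and BF vs GF, as the first film minus the second. A gene was called a DEG at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p below 0.01, the thresholds the paper gives. The paper does not name its test for DEGs in the sources used here. A moderated F test over the 3 films used the same adjusted p without a fold change. The species difference is the film contrast in *P. qamdoensis* minus that in *P. schneideri*. The lists of Table S5 (starch and sucrose, porphyrin and chlorophyll, auxin, cytokinin and gibberellin) were tested with limma's fry, which takes the correlation between genes from the residuals, two-sided and with the p adjusted by Benjamini-Hochberg over the 5 lists and 3 comparisons of a species. Passing is read at an unadjusted fry p of 0.05. The paper chose these lists on the *P. qamdoensis* libraries, so their fry and list-mean p-values in that species are not independent evidence. Single genes and list means were also compared by exact two-sided permutation tests, in which 3 libraries against 3 cannot give a p below 0.1. Library correlations, principal components, exact tests and plots were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

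Genes named in the text follow a rule. They are the 6 genes of Table S1, the genes of the porphyrin and hormone sections of Table S5, and the genes of its starch section annotated as sucrose synthase, sucrose-phosphate synthase, beta-fructofuranosidase, glucose-1-phosphate adenylyltransferase, isoamylase, pullulanase or glucan phosphorylase. For each film comparison in *P. qamdoensis* and each species difference they also include the 2 higher and 2 lower genes of largest log2 fold change among those called whose libraries do not overlap. Values of these genes in the paper's tables had been seen when the rule was set. Genes named outside it were chosen after their values were seen and are marked as such. Gene names come from Tables S1 and S5, and those of Table S5 are matches to other poplars. The auxin, cytokinin and gibberellin genes were told apart by the annotation and order of Table S5 with the paper's figure labels. Classes such as B-ARR or DELLA follow this assignment, and the gene names alone do not establish them. No annotation of the genome was used.

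Alternatives were a pseudocount of 0.1, no filter on low FPKM, a filter of at least 5 FPKM, quantile normalization, median-ratio scaling, library weights, eBayes without trend, the replicate number as a block, the GC content or GC class (above or below 0.45) of the library as a term, the block with GC content, only the 6 libraries compared, other thresholds for calls, and leaving out each library in turn. Counts were also made for other splits of the libraries, all 10 splits for 3 libraries against 3 and 100 drawn with a fixed seed where there are more. Both comparisons against WF share its libraries, and a simulation without film effects gave the share of genes that go opposite ways by this alone. The calling of genes was tested on simulated data in which 200 genes were given a known log2 fold change. The noise was normal, with limma's moderated spread of each gene alike in all films. Only genes above a floor of expression were changed. A gene was taken as absent from a library below 0.1 FPKM and as present at 1 FPKM or more.

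Left out were the co-expression network, the qRT-PCR, growth and pigment measurements and the enrichment of functional terms. These measurements are not analysed here, and the enrichment needs an annotation of the genome that was not used.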

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

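All tests of BF replicate 1, the tests of the species difference of the pathway lists, the counts of higher and lower genes under other scalings and the choice of the named *P. schneideri* genes were made only after the results were seen. The other tests were set before their own outcomes were seen, but after first fits had shown the numbers of called genes, also under some of the alternatives.

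BF replicate 1 of *P. qamdoensis* lay far from the other 8 libraries of the species. Its median Pearson's r of log2(FPKM + 1) with them was 0.861, against medians of 0.940 to 0.979 for the others. In it, 313 genes were below 0.1 FPKM that had at least 1 FPKM in all 8 others, where the others lacked from 0 to 3 such genes. A further 140 genes were present only in it, against 0 to 7 for the others. The gap to the nearest library passed Dixon's critical value of 0.493 for each of these measures, with ratios of 0.673, 0.99 and 0.95. Chance gives such a gap in about 1 in 20 groups. The genes it lacked had a median of 3.84 FPKM in the other libraries, and 63 of them a mean of at least 10.

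Several explanations of BF replicate 1 were tested. Low depth is argued against by the reads of the library, 25221116 and the most of the 9 in Table S2 (the paper's value), with a share of bases at Q30 of 0.9434 that lies within the 0.9417 to 0.9462 of the others. A library of *P. schneideri* is argued against because only 20.0% of the genes found in *P. schneideri* alone were present, 11 of 55, where each *P. schneideri* library held at least 94.8% of such genes, and because its r with *P. schneideri* libraries, 0.843 to 0.872, was below the 0.885 to 0.947 of the other libraries between species. Of the genes found in *P. qamdoensis* alone, 33.9% were present, against 88.1% to 100% in each of the other libraries. RNA of another organism or plant mixed into the library would leave the plant's own transcripts in place, and the 313 missing genes argue against it. A response to the blue film is argued against by BF replicates 2 and 3, because 0 genes were absent from all 3 BF libraries and present in all 6 GF and WF libraries. The other 8 libraries held 0 of the genes found in *P. schneideri* alone, so the 11 genes set this library apart from them too and leave a genotype related to both species open. A plant of another genotype than the other 8, or a wrong label, is a candidate explanation, since 184 genes present in all 17 other libraries, of both species and all films, were missing from this one alone. A disease or stress state of the single plant cannot be told apart from it, because 83 genes appeared only in this library and no other library shares such a state. No library of *P. schneideri* was out of place, so a swap between the species has no partner here. Without BF replicate 1, limma called 0 genes in BF vs GF and 1 in BF vs WF, as with it. The 0 genes stand beside 4598 at an unadjusted p under 0.05 with all 9 libraries.

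BF replicate 3 of *P. qamdoensis* had 9781 genes at an FPKM of 0, fewer than the other 8 libraries, of which BF replicate 1 had the most, 11336. The gap passed the same critical value, with a ratio of 0.51, where chance gives about 1 in 20 groups and 5 measures were looked at on both sides in each species. Its 20189974 reads, the paper's value, are not the highest number, and no biological explanation was tested.

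*P. schneideri* is a species on which the paper does not report. limma called 6 genes in BF vs WF, 4 higher in BF and 2 lower, and 10 genes in GF vs WF, 4 higher in GF and 6 lower, and 5 genes were called in both comparisons, which share the WF libraries. In larger sets more genes were lower than higher in the colored films, which depends on the scaling. At an unadjusted p under 0.05, 1267 genes were higher and 2454 lower in BF than in WF, and 741 higher and 2133 lower in GF. With an unadjusted p below 0.01 and a fold change of at least 1.5 these were 310 and 477 for BF and 174 and 413 for GF. Library weights gave 111 higher and 193 lower called genes in BF, and a fit of only the 6 libraries compared gave 33 and 81, while an adjusted p below 0.05 gave 19 and 19 (Benjamini-Hochberg, limma). The median log2 fold change of all genes was −0.0437 in BF vs WF and −0.069 in GF vs WF, and −0.00153 and −0.000573 after quantile normalization. With that scaling, 1687 genes were higher and 2032 lower in BF at an unadjusted p under 0.05 and 1344 and 1308 in GF, and with an unadjusted p below 0.01 and a fold change of at least 1.5 these were 378 and 368 for BF and 252 and 287 for GF. Median-ratio scaling gave 1770 higher and 1918 lower genes in BF and 1376 and 1352 in GF at the first threshold, and 367 and 366 in BF and 239 and 292 in GF at the other. After quantile normalization, limma called 5 genes higher and 3 lower in GF than in WF. Between BF and GF, limma called 0 genes, with 1545 at an unadjusted p under 0.05. Its F test over the 3 films called 7 genes, with 3197 at an unadjusted p under 0.05. Pyun04G003580 fell from an FPKM of 129 ± 32.6 (SD, n = 3) in WF to 8.09 ± 3.60 in BF and 14.0 ± 4.28 in GF, with log2 fold changes of −3.88 and −3.12 (Benjamini-Hochberg adjusted p = 0.00071 and 0.002 in limma). Pyun12G011840 fell by 1.79 and 1.92 on the log2 scale (adjusted p = 0.00071 and 0.000715 in limma with Benjamini-Hochberg adjustment). Pyun12G012510 rose by 1.88 and 1.92 and Pyun01G015120 by 1.51 and 1.57. Tables S1 and S5 give no name to the 4 genes, which were chosen after their values were seen and are not those of largest change in every case. Pyun05G005470 was also called in both comparisons, with a rise of 1.60 in each, and Pyun10G005770 fell by 1.97 in GF vs WF.

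The calls in *P. schneideri* rested on single libraries. BF vs WF gave 1 gene without BF replicate 3, 48 without GF replicate 1, 3 without WF replicate 1 or WF replicate 2 and 11 without WF replicate 3. GF vs WF gave 1 gene without WF replicate 1 and 2 without WF replicate 2, and the F test gave 24 genes without GF replicate 1, 1 without WF replicate 1 and 3 without WF replicate 2. In both comparisons Pyun12G012510 was not called without WF replicate 1, WF replicate 2 or the filter on low FPKM, and in BF vs WF also without BF replicate 2 or BF replicate 3. Pyun04G003580 was called in BF vs WF under all alternatives run, and in GF vs WF not without WF replicate 1, WF replicate 2 or that filter. The calls of Pyun01G015120 and Pyun12G011840 in BF vs WF were lost without BF replicate 3, and that of Pyun01G015120 in GF vs WF without WF replicate 1. Among 100 drawn splits of the 9 libraries, only the real 1 gave as many genes in the F test. This argues against chance for that count, but the share was not corrected for the number of such tests. For the 6 and 10 genes called, and for the 787 and 587 at an unadjusted p below 0.01 with a fold change of at least 1.5, 1 of 10 splits gave as many, the real one. With 10 splits chance cannot be excluded. Between BF and GF, 2 of 10 splits gave as many as the 279 genes at that unadjusted p, and the 0 genes called allow no such test. The authors' FPKM scaling as the whole source of the GF vs WF calls is argued against by quantile normalization, after which 7 of the 10 genes were called again. A response to the films may underlie the calls. The read numbers, GC contents, plant positions and days under the films of these libraries are not known, so their part stays open.

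The film response differed between the species for 2 genes in BF vs WF and 1 gene in GF vs WF, by limma's test of the difference itself. Pyun06G019200 had a species difference of −2.55 in BF vs WF (Benjamini-Hochberg adjusted p = 5.47e-05 in limma) and −1.78 in GF vs WF (0.00699). In *P. schneideri* its FPKM was between 0 and 0.0838 under all films, so the difference is the fall in *P. qamdoensis* itself, from 6.64 ± 1.03 (SD, n = 3) in WF to 0.319 ± 0.227 in BF and 1.14 ± 0.140 in GF. A variant against the *P. yunnanensis* reference, or an absent gene, in *P. schneideri* was not tested. Pyun04G012190 had a species difference of 1.12 in BF vs WF (Benjamini-Hochberg adjusted p = 0.00498 in limma). Its FPKM in BF and WF was 13.0 ± 0.504 (SD, n = 3) and 6.09 ± 0.236 in *P. qamdoensis*, and 12.6 ± 0.786 and 14.0 ± 1.13 in *P. schneideri*.

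Of 100 drawn splits, 2 gave at least 2 genes with a species difference in BF vs WF, the real one and another with 18 genes. This share, below 0.05 but not corrected for the number of such tests, argues against chance for the called count alone. Of the 2 genes, Pyun06G019200 rests on its fall in *P. qamdoensis*, and the 1 gene called there was reached by 2 of 10 splits, so chance cannot be excluded for that call. For the 663 genes at an unadjusted p below 0.01 with a fold change of at least 1.5 it cannot be either, because 18 of 100 splits gave as many. In GF vs WF, 9 splits gave as many as the 1 gene called and 17 as many as the 149 genes at that unadjusted p, so chance cannot be excluded. For BF vs GF, limma called 0 genes (2407 at an unadjusted p under 0.05), which any split reaches, so this decides nothing, and 19 of 100 splits gave as many as the 499 genes at an unadjusted p below 0.01. The count in BF vs WF was 213 without BF replicate 2, 6 without BF replicate 1 and 3 without GF replicate 3 of *P. qamdoensis*. It was 1, with Pyun06G019200 alone, without BF replicate 3, GF replicates 1 and 2 and WF replicates 2 and 3 of *P. qamdoensis*, each in turn, and without BF replicates 2 and 3, GF replicate 2 and WF replicates 1 and 2 of *P. schneideri*. Pyun04G012190 was also not called without WF replicate 1 of *P. qamdoensis*, without BF replicate 1 or WF replicate 3 of *P. schneideri*, after quantile normalization, with library weights and with a replicate block. Pyun06G019200 was not called with a pseudocount of 0.1 in either comparison, nor with a replicate block in GF vs WF. The count in GF vs WF stayed at 1 without BF replicate 2 of *P. qamdoensis*. It was 5 without WF replicate 3 of *P. schneideri*, 3 without BF replicate 1 or WF replicate 1 and 2 without BF replicate 3 of *P. qamdoensis*, and 0 without each of the other libraries (804 at an unadjusted p under 0.05 in limma with all of them).

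For the pathway lists of Table S5, limma's fry test of the species difference, with Benjamini-Hochberg adjusted p-values, passed 0.05 in 5 cases. In BF vs GF the median difference of the auxin genes was 0.74 (adjusted p = 0.0015), that of the gibberellin genes −0.57 (adjusted p = 0.0015) and that of the starch and sucrose genes 0.74 (adjusted p = 0.0397). The median in BF vs WF was 0.73 for the auxin genes (adjusted p = 0.0015) and −0.54 for the gibberellin genes (adjusted p = 0.000514). Both auxin medians are the value of Pyun14G011700, which was below the filter in *P. schneideri*, at 0.0492 to 0.439 FPKM. The difference of this gene is thus mainly its change in *P. qamdoensis*. The other 4 auxin genes, which passed the filter in *P. schneideri*, had differences of 0.72 to 1.23 in BF vs GF and 0.64 to 1.74 in BF vs WF. Starch and sucrose genes in BF vs WF had a median difference of 0.68 (adjusted p = 0.0592 in limma's fry). In GF vs WF the adjusted p-values of limma's fry for the lists were between 0.461 and 0.955. Of the starch and sucrose genes, 42 entered the test of the difference, but only 34 passed the filter in *P. schneideri*. Pyun01G021350, at 0 FPKM there, and Pyun04G009930, at 0.0469 or less, had differences of 2.34 and 2.12 in BF vs GF. Both were chosen after their values were seen. For such genes the difference is the change in *P. qamdoensis* itself, and it enters the result of the list. The study chose these lists on the *P. qamdoensis* libraries, which favors a larger change there, so the differences are not independent evidence, and under the alternatives they were computed only without BF replicate 1. BF replicate 1 as the whole source of the auxin and gibberellin differences is argued against, since without it all 4 passed, with medians of 0.77 and −0.38 in BF vs GF (adjusted p = 0.00513 and 0.00278 in limma's fry, Benjamini-Hochberg) and of 0.72 and −0.41 in BF vs WF (adjusted p = 0.00513 and 0.000607). For the starch and sucrose genes in BF vs GF it cannot be told apart from a difference between the species, because the median was 0.55 without it but did not pass (adjusted p = 0.108). The difference between the species and the unknown days of *P. schneideri* stay open as explanations for all 5.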

How the results depend on the processing

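The results were computed again under alternatives fixed before the data were examined. Some results were chosen after seeing the data and are exceptions. They include the agreement between the species over the genes with an unadjusted p below 0.01 and the species difference of the lists without BF replicate 1. The counts of higher and lower genes under other scalings are also among them. So are the counts of genes of Tables S3, S4 and S5 called under each alternative. In every alternative only 1 choice was changed, apart from the replicate block with library GC content, which changes both together. Leaving out a library leaves 2 for its film, whose spread is then taken to be that of the other films. Table S2 covers *P. qamdoensis* only, so no GC term was fitted in *P. schneideri* or in the species difference.

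Counts and library measures stayed within 1.5 times the reported count, or on the same side of their threshold, in 152 alternatives, moved in 113, crossed the threshold upwards in 1 and fell below it in 1. Of the results for the pathway lists in *P. qamdoensis*, 284 kept their direction and their side of an unadjusted fry p of 0.05, 18 passed it, 9 no longer passed it and 4 changed sign. In *P. schneideri* these numbers were 235, 4, 0 and 31. Among the named genes, 2022 results kept their direction and call, 61 calls were lost, 1 was gained and 54 changed sign. A gene below the filter under an alternative has no value there, and its list was tested without it. Where a sign changed below, the cause was not tested, unless stated.

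The threshold moved the counts most. In *P. qamdoensis*, limma called 0 genes in BF vs GF (4598 at an unadjusted p under 0.05), 1 in BF vs WF and 0 in GF vs WF (471 at an unadjusted p under 0.05). With the paper's fold change and an unadjusted p below 0.01 the counts were 957, 768 and 72. For *P. schneideri*, the 0, 6 and 10 genes called became 279, 787 and 587, where the 0 stands beside 1545 genes at an unadjusted p under 0.05. The species difference rose from 0, 2 and 1 genes to 499, 663 and 149, where the 0 stands beside 2407 genes at an unadjusted p under 0.05. At a Benjamini-Hochberg adjusted p below 0.05, limma called 12 genes in BF vs GF in *P. qamdoensis* and 12, 38 and 81 in *P. schneideri*. The species difference then held 11 genes in BF vs WF and 2 in GF vs WF. The share of genes with the same sign in both species was 59.4% in BF vs GF and 55.3% in GF vs WF over all genes tested. It was 73.0% in BF vs GF, 73.2% in BF vs WF and 83.1% in GF vs WF over the genes at an unadjusted p below 0.01. For BF vs WF, the 1 gene called in *P. qamdoensis* had an FPKM of 0 to 0.0838 in *P. schneideri*, too low to read a direction, and the share over all genes tested was 61.7%, the largest of the 20 signed assignments.

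The call in BF vs WF was made again after quantile normalization, after median-ratio scaling, without the trend in eBayes and without the fold threshold. It was lost, leaving 0 genes (4102 at an unadjusted p under 0.05 in limma), with a pseudocount of 0.1, without the filter on low FPKM, with a filter of at least 5 FPKM, with library weights, with the replicate block, with either GC term, with the block and GC content together, and with only the 6 libraries compared. The filter of at least 5 FPKM removes the gene. The GC class of the libraries as a term gave 1 gene in BF vs GF, and library weights gave 8 genes in GF vs WF.

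In *P. schneideri*, library weights moved the counts from 0 to 14 in BF vs GF, from 6 to 304 in BF vs WF and from 10 to 98 in GF vs WF. Without the filter on low FPKM the counts were 1 in BF vs GF and 2 in GF vs WF. Fitting only the 6 libraries compared gave 114 genes in BF vs WF. The count in GF vs WF was 6 with a filter of at least 5 FPKM and 6 after median-ratio scaling. There the 10 genes split into 4 higher and 6 lower, and after median-ratio scaling into 3 and 3. Quantile normalization gave 5 higher and 3 lower.

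The species difference in BF vs WF, at 2 genes, was 1 gene with a pseudocount of 0.1, with a filter of at least 5 FPKM, with library weights, after quantile normalization and with the replicate block. For GF vs WF, at 1 gene, it was 0 with a pseudocount of 0.1 and with the replicate block (804 at an unadjusted p under 0.05 in limma), 2 without the filter on low FPKM and 9 with library weights.

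The F test over the 3 films called 0 genes in *P. qamdoensis* (3501 at an unadjusted p under 0.05) and 1 gene each after quantile normalization, with library weights and with the GC class of the libraries. In *P. schneideri* it called 7 genes, 13 with a pseudocount of 0.1, 4 after quantile normalization, 4 after median-ratio scaling, 4 without the trend in eBayes and 253 with library weights.

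Replicate numbers were tested for pairing by correlating the residuals of libraries that carry the same number under different films. These correlations ran from −0.483 to 0.230 in *P. qamdoensis* and from −0.280 to 0.103 in *P. schneideri*, so the numbers do not pair the libraries. With the replicate number as a block, limma called 0, 0 and 0 genes in *P. qamdoensis* and 0, 6 and 7 in *P. schneideri* in BF vs GF, BF vs WF and GF vs WF. A block without pairing spends degrees of freedom, so a call lost under it is no sign of a smaller effect. The F test with the block called 0 genes in *P. qamdoensis* and 6 in *P. schneideri*.

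Single libraries decided most counts. Leaving out 1 library at a time, the counts ran from 0 to 186 in BF vs GF, from 0 to 180 in BF vs WF and from 0 to 1 in GF vs WF. Without BF replicate 2 they were 186 and 180 for the comparisons with BF, and the F test called 128 genes. Without WF replicate 1 limma called 2 genes in BF vs GF, 1 in GF vs WF and 1 in the F test. The call in BF vs WF was made without BF replicate 1, and 0 genes were called without BF replicate 3, any GF replicate or any WF replicate. The F test otherwise called 0 genes. The ranges in *P. schneideri* were 0 to 1 in BF vs GF, 1 to 48 in BF vs WF and 1 to 13 in GF vs WF, and the F test called from 1 to 24 genes. Between BF and GF 1 gene was called without BF replicate 1, GF replicate 1 or GF replicate 2. The count in BF vs WF was 1 without BF replicate 3, 48 without GF replicate 1, 3 without WF replicate 1 or WF replicate 2 and 11 without WF replicate 3. That in GF vs WF was 1 without WF replicate 1 and 2 without WF replicate 2, and the F test called 24 genes without GF replicate 1, 1 without WF replicate 1 and 3 without WF replicate 2.

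The species difference ran from 0 to 120 genes in BF vs GF, from 1 to 213 in BF vs WF and from 0 to 5 in GF vs WF. The largest counts of 120 and 213 came without BF replicate 2 of *P. qamdoensis*. Without its BF replicate 1 the counts were 2 and 6, and BF vs GF gave 1 gene without its BF replicate 3 or WF replicate 1. For BF vs WF 1 gene was left without BF replicate 3, GF replicates 1 and 2 and WF replicates 2 and 3 of *P. qamdoensis*, each in turn, and without BF replicates 2 and 3, GF replicate 2 and WF replicates 1 and 2 of *P. schneideri*. GF vs WF gave 5 genes without WF replicate 3 of *P. schneideri*, 3 without BF replicate 1 or WF replicate 1 of *P. qamdoensis* and 2 without its BF replicate 3. It gave 1 gene without BF replicate 2 of *P. qamdoensis* and 0 without any of the other libraries (804 at an unadjusted p under 0.05 in limma with all of them).

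Among the lists in *P. qamdoensis*, starch and sucrose genes in BF vs WF (median log2 fold change 0.85, unadjusted fry p 0.0507) passed 0.05 with a pseudocount of 0.1 (median 1.19), a filter of at least 5 FPKM (1.08), quantile normalization (0.86), median-ratio scaling (0.87), GC content (0.87), GC class (0.85) and the block with GC content (0.81). The median in GF vs WF passed with GC content (−0.48). Cytokinin genes in GF vs WF (0.15) passed after quantile normalization (0.15) and median-ratio scaling (0.13), and the median was −0.052 with library weights. Auxin genes in GF vs WF (−0.12) passed with only the 6 libraries compared (−0.12), and the median changed sign with a filter of at least 5 FPKM (0.17), which leaves 1 of the 5 genes, and with the GC class (0.012). With that filter, auxin genes no longer passed in BF vs WF (0.96) and BF vs GF (0.79), nor gibberellin genes in GF vs WF (0.35), for which 5 genes are left, while porphyrin and chlorophyll genes passed in BF vs GF (−0.97). The gibberellin result in GF vs WF was also lost with the block and GC content (0.26), and that in BF vs WF with only the 6 libraries compared (−0.52). Porphyrin and chlorophyll genes in GF vs WF passed with library weights (0.57).

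Leaving out 1 library at a time, the medians ran from −1.20 to −0.75 for porphyrin and chlorophyll genes in BF vs GF, from 0.79 to 1.31 and from 0.57 to 1.23 for starch and sucrose genes in BF vs GF and BF vs WF, from −0.076 to 0.23 for cytokinin genes in GF vs WF and from 0.18 to 0.29 for gibberellin genes in GF vs WF. Porphyrin and chlorophyll genes passed without BF replicate 3 (−1.20) and GF replicate 2 (−1.14). Starch and sucrose genes no longer passed in BF vs GF without BF replicate 1 (0.79) and passed in BF vs WF without BF replicate 2 (1.23). Cytokinin genes passed without BF replicate 2 (0.15) and GF replicate 3 (0.22) and changed sign without WF replicate 2 (−0.076). Gibberellin genes no longer passed without GF replicate 3 (0.18), WF replicate 1 (0.19) and WF replicate 3 (0.29).

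For the lists in *P. schneideri*, a filter of at least 5 FPKM, which leaves fewer genes in a list, changed the sign in BF vs GF for auxin (−0.068), gibberellin (−0.075) and porphyrin and chlorophyll (−0.0027), in BF vs WF for gibberellin (−0.064) and in GF vs WF for cytokinin (−0.049). Library weights changed the sign for auxin in BF vs GF (−0.20) and for porphyrin and chlorophyll in BF vs GF (−0.055), BF vs WF (−0.031) and GF vs WF (−0.0023). The auxin median in GF vs WF was −0.044 with a pseudocount of 0.1 and −0.11 without the filter on low FPKM. Cytokinin genes passed an unadjusted fry p of 0.05 in BF vs GF with library weights (−0.38) and in BF vs WF with only the 6 libraries compared (−0.22). Leaving out 1 library at a time, the BF vs GF medians ran from −0.047 to 0.25 for auxin, from −0.52 to 0.033 for cytokinin, from −0.084 to 0.064 for gibberellin and from −0.33 to 0.43 for porphyrin and chlorophyll. Those in BF vs WF ran from −0.069 to 0.13 for auxin, from −0.28 to −0.045 for cytokinin, from −0.18 to 0.25 for porphyrin and chlorophyll and from −0.027 to 0.17 for starch and sucrose. The GF vs WF medians ran from −0.097 to 0.13 for auxin, from −0.14 to 0.12 for cytokinin and from −0.36 to 0.42 for porphyrin and chlorophyll.

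Several named genes changed sign with a GC term in the fit. In GF vs WF, the log2 fold changes with GC content, with GC class and with the block and GC content were 0.22, 0.20 and 0.36 for Pyun19G002920, 0.22, 0.27 and 0.32 for Pyun01G016130, −0.037, −0.030 and −0.047 for *CRY1*, −0.0064, −0.037 and −0.0035 for Pyun13G002950, −0.15, −0.18 and −0.16 for *HY5* and −0.15, −0.14 and −0.20 for Pyun07G013890. Pyun13G002930 was at −0.12 with GC class and −0.10 with the block and GC content, Pyun14G011700 at 0.012 with GC class and Pyun19G002820 at 0.084 with the block and GC content. Pyun07G014410 in BF vs WF was at −0.049 with GC content and −0.045 with the block and GC content. No GF library has a high GC content, so GC content and film overlap in these fits. Library weights gave −0.15 for Pyun13G002930, −0.052 for Pyun08G018590, 0.14 for Pyun06G019190 and 0.014 for Pyun14G011700 in GF vs WF. Median-ratio scaling gave −0.0071 for Pyun08G018590 in GF vs WF and 0.021 for Pyun15G012150 in BF vs WF, and quantile normalization 0.0014 for the latter.

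Leaving out 1 library at a time changed the sign of further log2 fold changes. They ran in BF vs WF from −0.15 to 0.12 for Pyun15G012150, from −0.15 to 0.34 for Pyun07G014410 and from −0.077 to 0.29 for Pyun14G009100. They ran in GF vs WF from −0.41 to 0.14 for Pyun19G002920, from −0.19 to 0.15 for Pyun01G016130, from −0.15 to 0.36 for Pyun13G002930, from −0.22 to 0.019 for Pyun09G004560, from −0.076 to 0.067 for Pyun08G018590, from −0.048 to 0.10 for *HY5*, from −0.044 to 0.17 for Pyun07G013890, from −0.21 to 0.23 for Pyun06G019190, from −0.24 to 0.037 for Pyun14G011700 and from −0.33 to 0.049 for Pyun09G010930. The 1 call gained was Pyun09G011970 in GF vs WF with library weights (−2.05).

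The difference between library correlations within and between films was 0.0125 with log2(FPKM + 1) (exact permutation test over 280 ways, one-sided p = 0.00714) and 0.0111 with untransformed FPKM (exact permutation test, one-sided p = 0.15). The counting depth behind an FPKM value is unknown, so the share of the spread of low genes that comes from counting could not be given. In simulated BF vs WF data with the spread of all 9 *P. qamdoensis* libraries, limma called 1% of genes given a log2 fold change of 1 and 93.5% of those given 2. With the spread without BF replicate 1 it called 53.5% of those given 1, and with that of *P. schneideri* 67%. All films had the same simulated spread, so the shares may be too high where real BF libraries spread more.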

Differences from the paper's values

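The count of the genes of Tables S3, S4 and S5 called under each alternative was chosen only after the results were seen. The other tests were set after first fits had shown the numbers of called genes, also under some of the alternatives. The paper counts DEGs at a fold change of at least 1.5 and an adjusted p below 0.01, and the counts given here use limma with these thresholds and Benjamini-Hochberg adjustment. For BF and GF the paper does not say which film a gene called up-regulated is higher in. It was read as BF, and the values for the other reading are given too. The paper's naming favors the other reading. It writes WF vs. BF and WF vs. GF and counts up-regulated genes in the film named last. The text and Fig. 7b assign the numbers of the comparisons with WF to opposite films, and the text was followed.

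For BF vs GF, the paper gives 1113 DEGs in total, and limma called 0 (4598 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, 957 genes at an unadjusted p below 0.01 with a fold change of at least 1.5 come within 1.5 times the paper's number. The others do not, and the largest of them was 186 without BF replicate 2. With up-regulated read as higher in BF, the paper's 202 up-regulated genes stand against 0, and only the 176 genes higher in BF without BF replicate 2 come within that range. The 533 at an unadjusted p below 0.01 do not. For the paper's 911 down-regulated genes, against 0, no alternative set before the data were examined comes within it, and the largest number was 424 at an unadjusted p below 0.01. If up-regulated means higher in GF, the paper's 202 stand against 424 at an unadjusted p below 0.01 and 10 without BF replicate 2, and the paper's 911 against 533 and 176. No alternative then comes within 1.5 times of either number. The paper's larger number is then on the side of the 176. In the 3 longest complete lists of Table S4 for this comparison most genes were higher in BF: 25 of 26 for amino sugar and nucleotide sugar metabolism, 23 of 23 for flavonoid biosynthesis and 16 of 18 for cysteine and methionine metabolism. These lists too favor the reading in which up-regulated means higher in GF, on which the 176 are no match for the 202. The cellular process list of Table S3, with 12 genes higher in BF and 10 lower, does not decide.

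For BF vs WF, the paper gives 308 up-regulated genes, against 0 called by limma (2010 higher in BF at an unadjusted p under 0.05). Among the alternatives set before the data were examined, the 438 at an unadjusted p below 0.01 come within 1.5 times, and the others, 171 without BF replicate 2 among them, do not. The paper's 137 down-regulated genes stand against 1 called gene, and no alternative set before the data were examined comes within that range, with 330 at an unadjusted p below 0.01 and at most 9 under the others.

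For GF vs WF, the paper's 130 up-regulated and 600 down-regulated genes stand against 0 and 0 called by limma (209 and 262 at an unadjusted p under 0.05). No alternative set before the data were examined comes within 1.5 times of either, and the largest numbers were 22 and 50 at an unadjusted p below 0.01. Library weights gave 3 and 5. With the films assigned as in Fig. 7b, the paper's 130 and 600 genes stand against 0 and 1 in BF vs WF, where the 171 higher genes without BF replicate 2 come within 1.5 times of the 130 and nothing comes within it of the 600. The paper's 308 and 137 then stand against 0 and 0 in GF vs WF, and no alternative comes within 1.5 times. Beyond the alternatives, the 209 higher genes at an unadjusted p under 0.05 without a fold threshold do so for the 308.

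The paper identifies 39 DEGs in starch and sucrose metabolism, and limma called 0 of the 46 genes that Table S5 lists for it (25 at an unadjusted p under 0.05 in BF vs WF). No alternative set before the data were examined comes within 1.5 times. Over the 3 comparisons, 22 genes passed an unadjusted p below 0.01 with a fold change of at least 1.5, 8 were called without BF replicate 2, among them sucrose synthase 1 (Pyun18G005620), 1 with library weights (Pyun09G011970) and 1 at an adjusted p below 0.05. For porphyrin and chlorophyll metabolism, the paper's 6 DEGs stand against 0 (6 at an unadjusted p under 0.05 in BF vs GF). The 3 genes at an unadjusted p below 0.01 do not come within the range, nor do the other alternatives set before the data were examined, which gave 0. The paper's 9 cytokinin DEGs stand against 0 (8 at an unadjusted p under 0.05 in BF vs GF). Here 6 genes at an unadjusted p below 0.01 come within 1.5 times, and the other alternatives set before the data were examined, all at 0, do not.

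Genes of the paper's tables were called under some alternatives. Of the genes in complete lists of Table S3, 58 of 99 in BF vs GF, 61 of 115 in BF vs WF and 16 of 80 in GF vs WF passed an unadjusted p below 0.01 with a fold change of at least 1.5, and for Table S4 these were 47 of 144, 45 of 119 and 12 of 107. Without BF replicate 2, limma called 11 and 12 genes of Table S3 and 36 and 41 of Table S4 in BF vs GF and BF vs WF. Library weights gave 3 genes of Table S3 and 2 of Table S4 in GF vs WF, an adjusted p below 0.05 gave 2 and 1 in BF vs GF, and the fit without WF replicate 1 gave 1 gene of Table S3 in BF vs GF. Of the auxin and gibberellin genes of Table S5, 2 of 5 and 5 of 10 passed an unadjusted p below 0.01 with a fold change of at least 1.5 in at least 1 comparison.

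The paper states that *COP1*, *CRY1*, *HY5* and *PIF4* were significantly higher under GF. Their log2 fold changes in GF vs WF were 0.11, 0.072, 0.045 and 0.13, in the same direction, each with a Benjamini-Hochberg adjusted p of 1 in limma. Those of *CRY1* and *HY5* were below 0 with either GC term in the fit, and that of *HY5* also without GF replicate 3, at −0.048. In its conclusions the paper adds *HYH* to these genes, which had −0.085 in GF vs WF. It also states that *HYH*, *PHYB* and *PIF4* were significantly lower under BF. They were lower in BF vs WF, at −0.35, −0.39 and −0.37, with adjusted p-values of 0.306, 0.291 and 0.223 in limma after Benjamini-Hochberg adjustment. These are FPKM values. For its statements the paper cites a figure that shows qRT-PCR of the same genes beside FPKM, with the films compared by analysis of variance. That qRT-PCR was not analysed here.

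In the results and the conclusions the paper has the auxin genes *AUX/IAA*, *GH3* and *SAUR* higher under BF, and in the discussion significantly lower. All 5 were higher in BF than in WF, with a median log2 fold change of 0.76. The paper also has all of them lower under GF, where 4 of 5 were lower than in WF and the *AUX/IAA* gene (Pyun10G007740) was higher, by 0.17.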

Other observations

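The number of genes behind the GC pattern, the test without its 10 most variable genes and the agreement of the species over genes at an unadjusted p below 0.01 were chosen or judged only after the results were seen. The other tests were set before their own outcomes were seen, but after first fits and library correlations had been seen.

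Other splits of the *P. qamdoensis* libraries show how far the counts go beyond chance. The 957 genes at an unadjusted p below 0.01 with a fold change of at least 1.5 in BF vs GF were reached by 1 of 10 splits, the real one, and the 768 in BF vs WF and 72 in GF vs WF by 2 of 10 each. The 1 gene called in BF vs WF was reached by 2 of 10. With 3 libraries against 3, chance cannot be excluded for any of these. A count of 0 is reached by every split by definition, so the 10 of 10 for the 0 genes called by limma in BF vs GF (4598 at an unadjusted p under 0.05) and in GF vs WF (471 at that p) and the 100 of 100 for the 0 genes of its F test over the 3 films (3501 at that p) decide nothing.

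The GC contents of Table S2, the paper's values, place 4 *P. qamdoensis* libraries above 0.45 (BF replicates 1 and 2, WF replicates 2 and 3) and 5 below. Squared Pearson's r of FPKM averaged 0.949 within these classes and 0.881 between them, a difference of 0.0682 and the largest of all splits of 4 against 5 libraries. A few abundant genes are a candidate explanation. Without the 10 genes of highest variance the difference was 0.0216. The most variable of them, Pyun09G000330, had an FPKM of 5369 to 6399 in the 4 libraries of high GC content and of 836 to 1275 in the other 5. A shift of many genes with GC content cannot be told apart from chance, since 76 genes differed between the classes at an unadjusted p below 0.01 with a fold change of at least 1.5, and 25 of 100 drawn splits of 4 against 5 libraries gave as many. BF replicate 1, which differs from all the others, adds to the spread in each of these splits. GF has no library in the high class, so for this film GC class and film overlap. Mean scores on PC1 differed between the classes by 36.9 (exact two-sided permutation test, p = 0.333). With the 2000 genes of highest variance the exact permutation p was 0.421, and with scaled genes 0.151.

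Film responses of both species were compared gene by gene in 23716 genes. The share with the same sign was 59.4% in BF vs GF, 61.7% in BF vs WF and 55.3% in GF vs WF. Assigning the *P. schneideri* libraries to the films of a comparison in all 20 signed ways, 4, 1 and 3 assignments gave a share as high, the real one included. For BF vs WF a film response shared by the species is a candidate explanation, since only 1 assignment reached the share. For BF vs GF and GF vs WF a shared response cannot be told apart from chance, with 4 and 3 assignments. Genes are not independent, so the share itself carries no test. For the genes at an unadjusted p below 0.01, chosen after seeing the data, the shares were 73.0%, 73.2% and 83.1%, reached by 3, 2 and 3 of 20 assignments.

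In *P. schneideri*, limma's fry test passed for the gibberellin list only, with a median log2 fold change of 0.22 in BF vs WF and 0.14 in GF vs WF, each with 7 genes higher and 3 lower (adjusted p = 0.0175 for both, Benjamini-Hochberg). The exact two-sided permutation p of the list's mean was 0.1 in both (n = 3), the smallest possible. limma called 0 of the 10 genes in each comparison, with 2 and 2 at an unadjusted p under 0.05, which also passed 0.05 adjusted over the list alone. The study chose the list on *P. qamdoensis* samples. With a filter of at least 5 FPKM, which leaves fewer genes, the median in BF vs WF was −0.064. In BF vs GF the median was 0.036 and the mean 0.056, while the fry test pointed down (adjusted p = 0.986 in limma, Benjamini-Hochberg).

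The other lists did not pass in *P. schneideri*. Starch and sucrose genes had a median log2 fold change of 0.13 in BF vs WF, with 21 of 34 genes higher, and −0.092 in GF vs WF. limma called 0 of the 34 in BF vs WF, with 13 at an unadjusted p under 0.05 and 8 adjusted over the list alone. For auxin genes the median was 0.054 in BF vs WF and 0.0077 in GF vs WF, while the means were −0.14 and −0.20 and the fry test pointed down. Cytokinin genes in GF vs WF had a median of 0.020 and a mean of −0.027, and porphyrin and chlorophyll genes a median of 0.020 and a mean of −0.063, with the fry test pointing down in both.

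The 6 photosynthesis genes that Table S4 lists for WF vs. GF were also summed in *P. schneideri*. Their FPKM was 179, 148 and 149.5 in WF replicates 1, 2 and 3, 31.8, 270.4 and 58.1 in GF, and 21.4, 40.9 and 39.6 in BF. Library correlations of log2(FPKM + 1) in this species were higher within films than between them by 0.00624 (exact permutation test over the 280 ways to divide the 9 libraries, one-sided p = 0.0357).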
